# Precise modulation of BRG1 levels reveals features of mSWI/SNF dosage sensitivity

**DOI:** 10.1038/s41588-025-02305-z

**Published:** 2025-08-22

**Authors:** Yota Hagihara, Chao Zhang, Yi Zhang

**Keywords:** Gene regulation, Epigenetics, Stem cells, Epigenomics, Cancer

## Abstract

Mammalian switch/sucrose nonfermentable (mSWI/SNF) complex regulates chromatin accessibility and frequently shows alterations due to mutation in cancer and neurological diseases. Inadequate expression of mSWI/SNF in heterozygous mice can lead to developmental defects, indicating dosage-sensitive effects of mSWI/SNF. However, how its dosage affects function has remained unclear. Using a targeted protein degradation system, we investigated its dosage-sensitive effects by precisely controlling protein levels of BRG1, the ATPase subunit of the mSWI/SNF complex. We found that binding of BRG1 to chromatin exhibited a linear response to the BRG1 protein level. Although chromatin accessibility at most promoters and insulators was largely unaffected by BRG1 depletion, 44% of enhancers, including 84% of defined superenhancers, showed reduced accessibility. Notably, half of the BRG1-regulated enhancers, particularly superenhancers, exhibited a buffered response to BRG1 loss. Consistently, transcription exhibited a predominantly buffered response to changes in BRG1 levels. Collectively, our findings demonstrate a genomic feature-specific response to BRG1 dosage, shedding light on the dosage-sensitive effects of mSWI/SNF complex defects in cancer and other diseases.

## Abstract (web summary)

This study investigates the dosage-sensitive effects of BRG1, a core SWI/SNF subunit, on chromatin binding, accessibility and transcriptional regulation by precisely controlling its protein level.

## Main

Packaging of DNA into chromatin restricts the access of transcription factors (TFs) to their cognate binding sites^1–3^. ATP-dependent chromatin remodelers facilitate TF binding by sliding, disassembling or ejecting nucleosomes, thereby generating open chromatin at regulatory elements such as promoters, enhancers and insulators^1–4^. In mammals, chromatin remodelers are categorized into four major families based on their ATPase subunits: SWI/SNF (also known as BRG1/BRM-associated factor (BAF)); imitation switch (ISWI); chromodomain helicase DNA-binding (CHD); and INO80 (ref. ^1^). Although these remodelers can co-occupy genomic regions, each chromatin remodeler also selectively remodels particular genomic loci and affects the binding of specific TFs^5–7^. The regulatory elements, which are detected by transposases and nucleases, are generally considered to be stable once opened^8,9^. However, recent studies using chemical inhibitors or acute degradation have shown that chromatin remodelers are continuously required to maintain chromatin accessibility^10–12^, revealing the dynamic nature of nucleosome positioning. These approaches overcome the limitations of conventional genetic depletion methods, in which remodelers persist for days and are subject to multiple layers of feedback regulation. As a result, they enable more direct investigation of the primary roles of chromatin remodelers^10–17^.

The mammalian SWI/SNF (mSWI/SNF) complex is a multisubunit assembly derived from 29 genes^18^. It exists in three distinct forms, canonical BAF (cBAF), polybromo-associated BAF (PBAF) and noncanonical BAF (ncBAF), which share two mutually exclusive ATPase subunits, BRG1 (encoded by *SMARCA4*) and BRM (*SMARCA2*). Copy number variations of remodelers, including mSWI/SNF, are poorly tolerated in humans^19,20^. Moreover, mutations in genes encoding mSWI/SNF subunits occur in more than 20% of cancers^21–23^ and often destabilize the complex^24,25^. Notably, heterozygous mutations have also been linked to neurodevelopmental syndromes such as Coffin–Siris and Nicolaides–Baraitser^26–28^, indicating sensitivity to the dosage of mSWI/SNF^20,29–32^. Consistently, *Brg1*-heterozygous mice exhibit exencephaly, cardiac developmental defects and increased susceptibility to mammary tumors^33–36^. Similar dosage-sensitive effects have also been observed in *Caenorhabditis elegans*, with functional differences in cell migration and growth depending on SWI/SNF dosage^37,38^. Collectively, these results suggest a conserved dosage-sensitive function of mSWI/SNF. However, the molecular basis of this function remains poorly understood.

In this study, we took advantage of the dTAG system, which enables precise control of protein dosage^39,40^, to investigate BRG1 dosage sensitivity in mouse embryonic stem (mES) cells. By modulating BRG1 levels, we found that BRG1 binding was linearly sensitive to its dosage, regardless of TFs or histone modifications, suggesting that the genome-wide distribution of mSWI/SNF is independent of these factors. Chromatin accessibility at half of BRG1-bound enhancers and at small subsets of promoters and insulators depended on BRG1. At BRG1-bound but BRG1-independent promoters and insulator, NFYA and CTCF may contribute to maintenance of accessibility. Among BRG1-dependent enhancers, approximately half exhibited a buffered response to BRG1 dosage. Notably, superenhancers (SEs) exhibited a buffered pattern, whereas weak enhancers were more sensitive to reduction in BRG1 levels. Although BRG1 degradation had a limited impact on transcription, downregulated genes were predominantly buffered genes. We further confirmed the conservation of BRG1-dosage-sensitive accessibility regulation and its role in *MYC* expression in human lung epithelial cells. Overall, our results reveal the genomic features of BRG1 dosage sensitivity, providing insight into its dosage-sensitive defects in cancers and other diseases.

## Results

### BRG1 binding exhibits a linear response to its dosage

In mES cells, *Brg1* encodes the major catalytic subunit of mSWI/SNF, as *Brm* is only weakly expressed^12,41^ (Extended Data Fig. 1a). 

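Transcript levels of the 2 ATPase genes were taken from the RNA-seq libraries of the dTAG13 series, in which mES cells with degron-tagged BRG1 were grown without dTAG13 (0 nM) or with up to 100 nM for 24 h. The authors deposited read-pair counts per gene symbol without normalization, from which RPKM, the counts per kb of exon scaled to library size, were computed with edgeR's TMM factors. Smarca4, the gene of BRG1, lies on mm10 chromosome 9 from 21616169 to 21704230. It had 2385 and 2489 counts in the 0 nM libraries, which is 63.4 ± 0.499 RPKM (SD, n = 2). At 100 nM, where the protein is degraded, its transcript stood at 70.8 ± 0.0935 RPKM (SD, n = 2), a log2 fold change of 0.16 (standard error 0.055, adjusted p = 0.0389 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That adjusted p ran from 0.0162 to 0.465 over the alternatives, and it was over 0.05 with the likelihood ratio test (0.0955), DESeq2's Wald test (0.0525), no normalization factors (0.0856) and no filter on low values (0.465). Smarca2, the gene of BRM, lies on chromosome 19 from 26605160 to 26778321. With 44 and 28 counts it stood at 0.988 ± 0.346 RPKM (SD, n = 2) at 0 nM, and at 100 nM at 0.765 ± 0.0259 RPKM (SD, n = 2). The log2 fold change of Smarca2 was -0.44 (standard error 0.31, adjusted p = 0.413 from the same test in a fit without the filter on low values), so a change was not detected. At 0.3, 1, 3 and 10 nM it was -0.73, -0.78, -0.78 and -0.52. The adjusted p of that test was 0.808, 0.374, 0.203 and 0.412 at these doses.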

To manipulate BRG1 levels, we used the dTAG system^39,40,42^ to perform targeted degradation of the BRG1 protein by introducing an *FKBP12–F36V* degron into the *Brg1* locus, resulting in *FKBP12–F36V* *Brg1*-knock-in cells. In the presence of heterobifunctional molecule dTAG13, the degron directs the fusion protein to the proteasome for degradation^39^ (Extended Data Fig. 1b,c), a process that is completed within 60 min (Extended Data Fig. 1d). Addition of the degron tag did not affect the ability of BRG1 to form complexes with other mSWI/SNF components, including ARID1A (cBAF), PBRM1 (PBAF) and BRD9 (ncBAF), as evidenced by our finding that the immunoprecipitation efficiency of *Brg*1-knock-in cells was comparable to that of the untagged wild-type cells (Extended Data Fig. 1e). As a previous study found that mSWI/SNF inhibition for 24 h mirrored the effects of genetic manipulation^12^, we treated cells with dTAG13 for 24 h to modulate BRG1 levels in a dose-dependent manner (Fig. 1a,b). Immunostaining confirmed a population-wide decrease in BRG1 levels (Extended Data Fig. 1f). These results demonstrated that we had successfully established a system that allowed precise control of BRG1 dosage for study of its dosage-sensitive function.

**Fig. 1:**
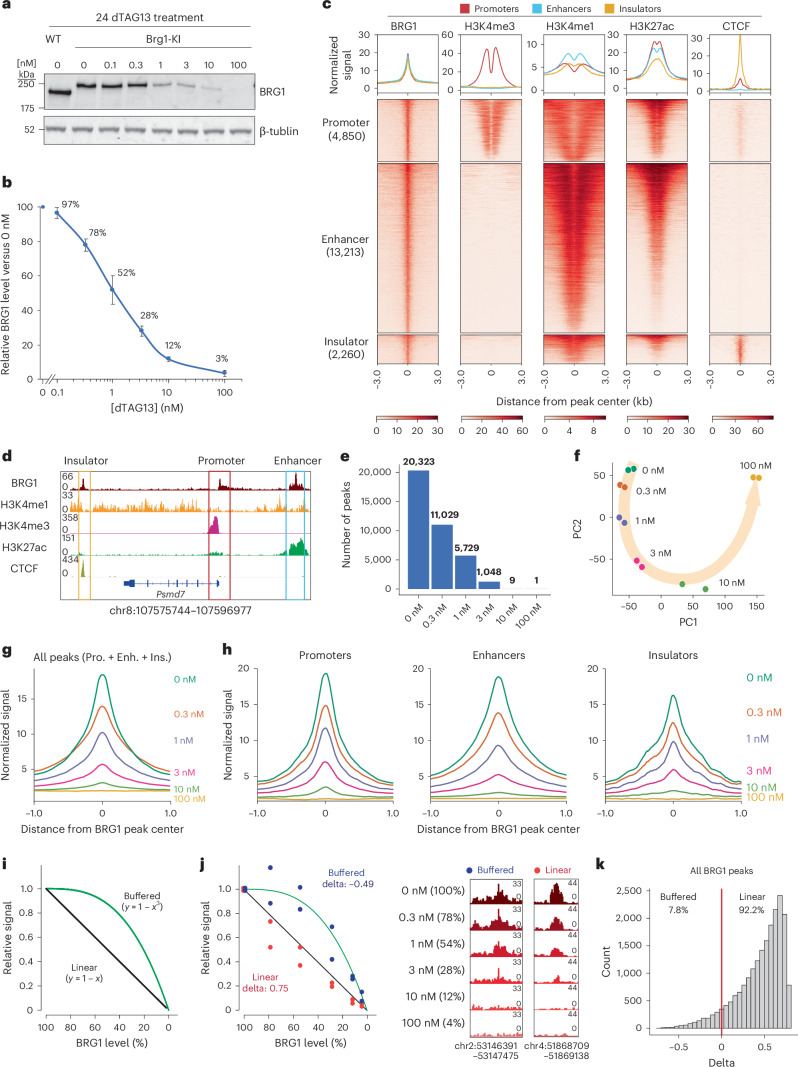
Chromatin binding of BRG1 exhibits a linear response to its dosage. **a**, Western blot analysis of BRG1 in *Brg1*-knock-in (KI) and wild-type (WT) mES cells after treatment with the indicated concentrations of dTAG13 for 24 h. Data are representative of six independent experiments. **b**, Quantification of relative BRG1 abundance following dTAG13 treatment. BRG1 expression was normalized to that of tubulin and then to that of DMSO-treated (0 nM) *Brg1*-KI mES cells within each biological replicate. Data represent the mean ± s.e.m. from six independent experiments. **c**, Heatmap showing profiles of protein and histone modifications (CUT&RUN and ChIP–seq) for regions associated with different genomic elements (bottom). The top panel shows aggregate coverage plots with mean enrichment at promoters (red), enhancers (cyan) and insulators (orange). **d**, Representative genome browser views of BRG1 binding at a promoter, enhancer and insulator. **e**, Numbers of BRG1 binding peaks identified at different dTAG13 concentrations. **f**, PCA of BRG1 CUT&RUN data across varying dTAG13 concentrations. **g**, Aggregate coverage plot showing mean BRG1 enrichment at different dTAG13 concentrations. **h**, Aggregate coverage plot of BRG1 enrichment at promoters, enhancers and insulators across different dTAG13 concentrations. **i**, Diagram illustrating models of linear (black) and buffered (green) dosage-sensitive responses. **j**, BRG1 signals at representative linear (red) and sensitive (blue) regions (left). The relative signal was calculated by normalizing with 0 nM signals. Genome browser view showing BRG1 binding at regions with linear and buffered responses (right). The genome locations of the browser view are indicated at the bottom of the panels. The linear and buffered models are illustrated in the diagram. **k**, Histogram of delta values for all 20,326 BRG1-binding sites. The red line indicates delta = 0. Enh., enhancer; Ins., insulator; Pro., promoter. Source data

To this end, we first investigated the genome-wide binding profile of BRG1 by performing a cleavage under targets and release using nuclease (CUT&RUN) assay using *Brg1*-knock-in cells (Extended Data Fig. 1g). BRG1 binding was enriched at promoters (23.9%, marked by histone H3 trimethylated at Lys4 (H3K4me3)), enhancers (65.0%, marked by H3 monomethylated at Lys4 and H3 acetylated at Lys27 (H3K27ac)) and insulators (11.1%, marked by CTCF) (Fig. 1c,d), consistent with its known roles at both proximal and distal regulatory elements^6,16,43^. The presence of BRG1 at insulators was consistent with its reported interaction with CTCF and ncBAF complex localization patterns^43–45^. These results confirm that the tagged BRG1 mirrors the endogenous binding profile and primarily targets promoters, enhancers and insulators.

The nature of the mechanisms underlying the target selectivity of remodelers remains a fundamental question. TFs and histone modifications have been reported to recruit mSWI/SNF, likely through physical interactions^46–50^. Given that TFs exhibit nonlinear binding profiles and preferentially occupy high-affinity targets at low concentrations^40,51–53^, we hypothesized that the binding profile of BRG1 would follow that of TFs, assuming that its recruitment was determined by physical interactions with TFs. In this case, high-affinity and low-affinity binding sites would exhibit differential dosage sensitivity. To test this hypothesis, we profiled BRG1 binding across five dTAG13 concentrations, corresponding to different BRG1 levels (Fig. 1a,b). Numbers of BRG1-binding sites were reduced by almost half following 0.3 nM dTAG13 treatment (78% of protein remaining), and further depletion nearly abolished detectable peaks (10 nM dTAG13, 12% of protein remaining) (Fig. 1b,e). Principal component analysis (PCA) confirmed a global shift in BRG1 binding as dTAG13 concentrations increased (Fig. 1f). Overall, BRG1-binding signals decreased in a gradual, dose-dependent manner (Fig. 1g).

Next, we investigated whether BRG1 binding at different types of regulatory element (promoters, enhancers and insulators) would exhibit distinct dosage sensitivity. Notably, all three classes showed similar gradual reductions in binding (Fig. 1h). To further analyze the kinetics of BRG1 binding, we generated two hypothetical models: a linear response model (with a proportional relationship between BRG1 dosage and binding signals); and a buffered response model (showing limited changes in binding with a subtle decrease in BRG1 levels) (Fig. 1i). We then calculated the delta values between the distances of observed signals and those of the two models. A positive delta value indicated proximity to the linear model, whereas a negative delta value indicated closeness to the buffered model (Fig. 1j and Methods). Of all BRG1-binding peaks, 92.2% followed the linear response model (Fig. 1k). As previous studies have implicated OCT4 and H3K27ac in BRG1 recruitment^48–50^, we assessed BRG1 binding at co-occupied sites. Both sites cobound by OCT4 and BRG1 and those co-occupied by H3K27ac and BRG1 also exhibited linear responses to BRG1 dosage (Extended Data Fig. 1h), suggesting that BRG1 binding at these loci does not heavily rely on recruitment by TFs or histone modifications.

### Variable BRG1 dependency in accessibility among regulatory elements

Given that the major function of chromatin remodeler is to regulate chromatin accessibility, we next assessed the effects of BRG1 depletion on chromatin accessibility using transposase-accessible chromatin with sequencing (ATAC-seq) at different BRG1 levels, focusing on BRG1-binding sites. Numbers of differentially accessible regions (DARs) increased progressively with decreasing BRG1 levels (Extended Data Fig. 2a), with most DARs showing reduction in or loss of accessibility (Extended Data Fig. 2b). Notably, whereas chromatin accessibility at enhancers declined gradually in response to BRG1 depletion, it remained largely unchanged at promoters and insulators (Fig. 2a,b). Specifically, 44.2% of BRG1-bound enhancers exhibited decreased accessibility, compared to only 16.1% of promoters and 17.8% of insulators (Fig. 2c,d). Of all DARs, 83.2% were located at enhancers, whereas only 11.1% and 5.7% were found at promoters and insulators, respectively (Fig. 2e). A previous *Brg1*-knockout study showed a similar trend, with enhancers affected more than promoters and insulators^48^ (Extended Data Fig. 2c). Collectively, these results indicate that BRG1 has a more important role in maintaining the accessibility of enhancers than that of promoters and insulators.

**Fig. 2:**
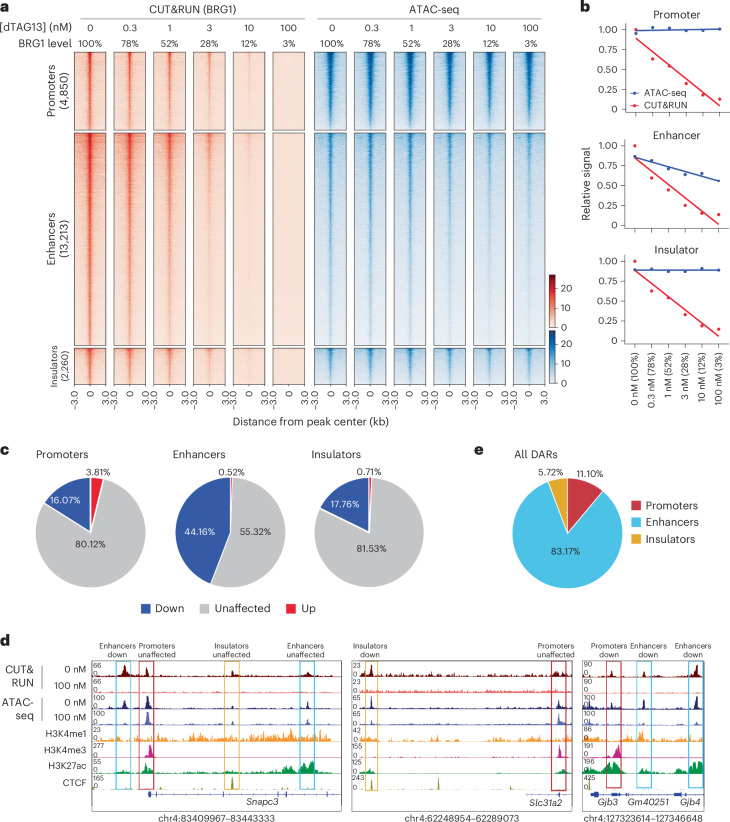
Chromatin accessibilities at different regulatory elements exhibit varying dependencies on BRG1. **a**, Heatmap showing BRG1 binding (red) and ATAC-seq (blue) for regions falling into genomic elements at the indicated dTAG13 concentration. **b**, Line plots depicting relative BRG1 binding (red) and ATAC-seq (blue) at promoters, enhancers and insulators. **c**, Pie chart depicting the percentages of significant changes in ATAC-seq signals at BRG1 target sites in promoters, enhancers and insulators. **d**, Genome browser view showing BRG1 binding and ATAC-seq signals across regions containing promoters, enhancers and insulators. **e**, Pie charts depicting the relative distributions of significant changes in ATAC-seq signals at promoters, enhancers and insulators. Source data

### Compensatory mechanisms maintain accessibility in the absence of BRG1

Next, we explored the factors that might determine BRG1 dependency. To this end, we first compared BRG1-binding signals and found that their levels alone did not distinguish BRG1-dependent and BRG1-independent regions (Extended Data Fig. 3a). We next performed motif enrichment analyses to explore whether TFs contributed to the maintenance of chromatin accessibility in the absence of BRG1. The NFY and SP1 binding motifs were significantly enriched at independent promoters, whereas CTCF and CTCFL motifs were enriched at independent insulators (Fig. 3a). By contrast, no specific motifs were uniquely enriched at independent enhancers; for instance, the OCT4 motif was identified in both dependent and independent enhancers (Fig. 3a). Reanalysis of public chromatin immunoprecipitation followed by high-throughput sequencing (ChIP–seq) datasets revealed that NFYA and CTCF preferentially bound to BRG1-independent promoters and insulators, respectively (Fig. 3b and Extended Data Fig. 3b). Conversely, OCT4 was more enriched at dependent enhancers (Extended Data Fig. 3b,c). Chromatin accessibility at OCT4-binding sites was decreased following BRG1 depletion, consistent with previous results demonstrating that BRG1 is necessary for maintenance of the accessibility of OCT4-binding sites in mES cells^48^ (Extended Data Fig. 3d).

**Fig. 3:**
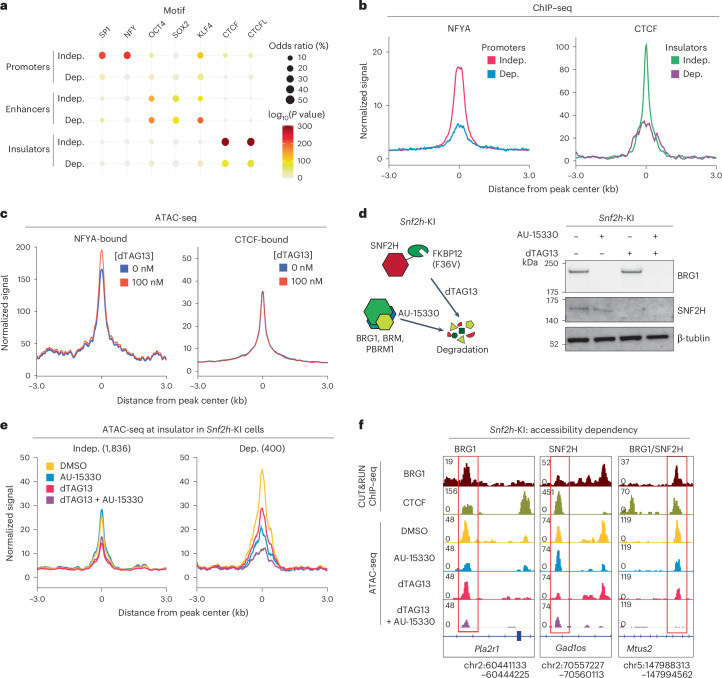
BRG1 and SNF2H cooperatively regulate insulator elements. **a**, TF motif enrichment at BRG1-independent (Indep.) and BRG1-dependent (Dep.) ATAC-seq peaks in promoters, enhancers and insulators. The color scale represents the −log_10_(*P* value), and the dot size corresponds to the effect size measured as an odds ratio. Two-sided Fisher’s exact test was performed. **b**, Aggregate coverage plot showing mean NFYA and CTCF ChIP–seq signals at BRG1-dependent and BRG1-independent regulatory elements. **c**, Aggregate coverage plot showing mean ATAC-seq signals at NFYA and CTCF-bound regions. **d**, Schematic of SNF2H and BRG1 degradation system (left). SNF2H is fused with FKBP12–F36V (*Snf2h*-KI) to enable degradation by dTAG13. BRG1, BRM and PBRM1 are degraded by AU-15330. Western blot analysis of BRG1 and SNF2H in *Snf2h*-KI mES cells after treatment with 1 μM AU-15330 and/or 100 nM dTAG13 for 24 h. Data are representative of three independent experiments. **e**, Aggregate coverage plot of mean ATAC-seq peaks at BRG1-dependent and BRG1-independent insulators in mES cells after 24 h of AU-15330 and/or dTAG13 treatment. **f**, Representative genome browser view showing regions regulated by BRG1 and SNF2H and those coregulated by BRG1 and SNF2H (BRG1/SNF2H). Source data

The distribution of the Polycomb repressive complex (PRC) is directed by mSWI/SNF^14^. As well as enrichment of PRC1 and PRC2 components (RING1B and SUZ12, respectively) at promoters, we found increased binding of these components at BRG1-dependent promoters following BRG1 loss (Extended Data Fig. 3e). Although Polycomb proteins themselves do not directly affect chromatin accessibility^54,55^, these results indicate that BRG1 depletion triggers broader chromatin reorganization at BRG1-dependent regulatory elements.

On the other hand, chromatin accessibility at NFYA-binding and CTCF-binding sites remained unchanged after BRG1 depletion (Fig. 3c), suggesting that these factors contribute to the maintenance of chromatin accessibility at BRG1-independent regions. Consistently, reanalysis of *Nfya-*knockdown datasets showed that chromatin accessibility was specifically decreased at NFYA-bound BRG1-independent promoters^56^ (Extended Data Fig. 3f). These results, together with the observation that NFYA was mainly enriched at the BRG1-independent promoters, suggest that NFYA plays a critical part in maintaining open chromatin states at BRG1-independent promoters.

CTCF can be recruited by SNF2H, the ATPase subunit of the ISWI complex^7,57–59^. As SNF2H and BRG1 have overlapping binding profiles^5^, we hypothesized that SNF2H might compensate for BRG1 at insulators. To test this hypothesis, we established *Snf2h*-dTAG mES cells, in which SNF2H could be degraded by dTAG13 and BRG1 could be degraded by AU-15330, a proteolysis-targeting chimera (PROTAC) that targets both BRG1 and BRM^60^ (Fig. 3d). Cells were treated for 24 h, consistent with our previous experiments. As expected, AU-15330 alone had a minor effect on BRG1-independent insulators. By contrast, SNF2H depletion alone led to reduced accessibility at both BRG1-dependent and BRG1-independent insulators, with a greater effect observed at BRG1-independent insulators (Fig. 3e,f). Simultaneous depletion of SNF2H and BRG1 further decreased accessibility at BRG1-dependent insulators but not at independent insulators (Fig. 3e,f and Extended Data Fig. 3g). BRG1-dependent insulators showed slightly higher enrichment of TFs in motif and ChIP–seq analyses, suggesting that BRG1-dependent insulators were occupied by more regulatory factors than BRG1-independent insulators (Extended Data Fig. 3b,h). Overall, these results indicate that the SNF2H–CTCF axis has a dominant role in regulation of accessibility at BRG1-independent insulators, whereas both SNF2H and BRG1 contribute to the accessibility of BRG1-dependent insulators.

### Enhancer activity defines dosage sensitivity to BRG1

Next, we characterized the dosage response properties of BRG1-dependent regulatory elements with respect to chromatin accessibility. To investigate the kinetics of chromatin accessibility following BRG1 depletion, we applied the linear and buffered response models described above (Fig. 1i and Methods). Overall, BRG1-dependent regulatory elements displayed an approximately equal distribution between linear and buffered responses (50.7% linear versus 49.3% buffered) (Fig. 4a, first panel). Whereas enhancers showed slight preference for a linear response (Fig. 4a, third panel), both promoters and insulators exhibited a clear preference for a buffered response (Fig. 4a, second and fourth panels). This indicates that lower levels of BRG1 are enough to maintain accessibility at promoters and insulators, but higher levels are required for maintaining enhancer accessibility.

**Fig. 4:**
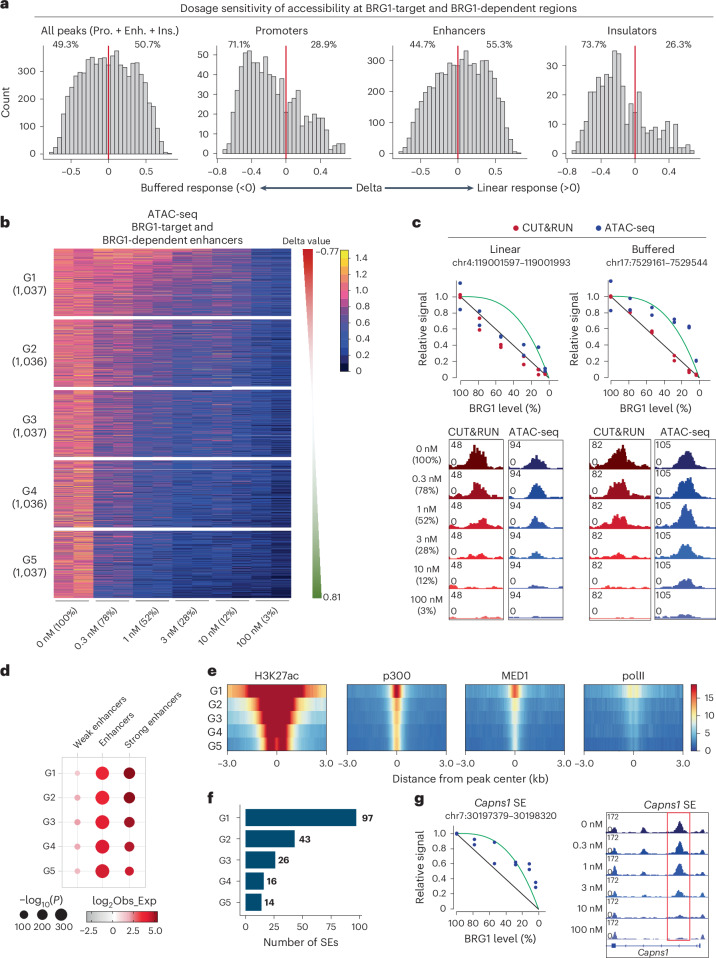
BRG1 dosage sensitivity of enhancer accessibility is associated with enhancer activity. **a**, Histograms of delta values for BRG1-dependent regulatory elements, including all elements, promoters, enhancers and insulators. The red line indicates delta = 0. **b**, Heatmap showing BRG1-dependent enhancer regulatory elements clustered into five groups based on delta values, ranging from buffered to linear response regions. **c**, Representative genome browser views showing linear and buffered responses to BRG1 dosage. Red dots represent CUT&RUN signals under different dTAG13 concentrations, and blue dots represent ATAC-seq signals (top) under different dTAG13 concentrations. Genome browser view showing BRG1 binding at regions with linear and buffered responses (bottom). The linear and buffered models are illustrated in the diagram. **d**, Enrichment analysis of different element types per group, with enrichment calculated against all consensus regions. Dot size represents −log_10_(*P* value), and the color scale corresponds to the effect size measured as an odds ratio. Two-sided Fisher’s exact test was used to compare enrichment to background regions. Obs_Exp represents observed divided by expected frequencies. **e**, Heatmap showing relative enrichment of chromatin marks and TF binding across different groups of ATAC-seq peaks. **f**, Number of SEs in each group. **g**, Genome browser view showing ATAC-seq signals at BRG1-bound *Capns1* SE at different dTAG13 concentrations. The linear (black) and buffered (green) models are illustrated in the diagram.

As the major function of BRG1 is to modulate enhancer accessibility, we further explored the dosage sensitivity of BRG1-dependent enhancers by dividing them into five groups based on their sensitivity: group 1 (G1) represented the most buffered enhancers and group 5 (G5) the most linearly sensitive enhancers (Fig. 4b). When BRG1 levels were depleted to half their original value, G1 enhancers retained 80% of their original accessibility, whereas G5 enhancers retained less than 40% (Extended Data Fig. 4a). The BRG1 binding kinetics showed similar dosage sensitivity in the different groups (Fig. 4b and Extended Data Fig. 4b). As shown in representative regions, whereas BRG1 binding predominantly followed a linear model (Fig. 4c, red dots), enhancer accessibility exhibited different linear and buffered responses (Figs. 1k and 4c, blue dots), indicating that regulation of chromatin accessibility is not totally dependent on BRG1 binding.

Next, we examined the regulatory landscape in each BRG1-dependent enhancer group using ChromHMM. We found that dosage sensitivity was correlated with enhancer activity; buffered-response enhancers (G1) were more enriched for strong enhancers compared to linear-response enhancers (G5) (Fig. 4d). The temporal dynamics of accessibility after mSWI/SNF inhibition showed no substantial differences among groups^16^ (Extended Data Fig. 4c), indicating that dosage sensitivity cannot be explained by differences in the speed of the response to mSWI/SNF inhibition. We then analyzed the enrichment of histone modifications and transcriptional regulators across the five groups. Although TFs including NANOG were found in all groups, G1 enhancers exhibited higher levels of H3K27ac and acetyltransferase p300 (Fig. 4e and Extended Data Fig. 4d), both of which are markers of active enhancers^61^. These features suggest that G1 has features of SEs, which are characterized by broader chromatin domains and higher levels of H3K27ac and MED1 (ref. ^62^). Consistently, MED1 was specifically enriched at G1 compared to other groups (Fig. 4e). Among the 231 SEs defined in mES cells^62,63^, 97 (42%) were classified as G1 (Fig. 4f,g). Furthermore, 195 (84.4%) of SEs were among the BRG1-dependent enhancers (G1 to G5), highlighting the critical role of BRG1 in regulation of SE accessibility. Collectively, these results show that the dosage sensitivity of enhancers is more closely correlated with enhancer activity than with specific TFs. SEs, in particular, tend to exhibit buffered responses to BRG1 dosage.

### ChromBPNet reveals sequence basis for BRG1 dosage sensitivity

To gain deeper insights into the sequence features underlying dosage sensitivity, we trained ChromBPNet on ATAC-seq data from control (0 nM dTAG13) and BRG1-depleted (100 nM dTAG13) conditions to predict chromatin accessibility^64^ (Extended Data Fig. 5a). The model achieved high accuracy, with a Pearson’s correlation of *r* = 0.84 across BRG1-bound peaks (Extended Data Fig. 5b).

Next, we applied the TF-MODISCO motif discovery algorithm to identify motifs with high contribution scores^64,65^. Motifs of SP1 and MAZ were enriched in buffered enhancers, whereas OCT4, SOX2 and KLF4 were enriched in linear enhancers (Extended Data Fig. 5c). Marginal footprinting analysis confirmed preferential binding of OCT4 and SOX2 in linear enhancers (Extended Data Fig. 5d). Notably, buffered enhancers exhibited significantly higher GC content than linear enhancers (Extended Data Fig. 5e), suggesting that sequence composition may shape enhancer properties and influence dosage sensitivity.

We then hypothesized that motif abundance within enhancers would contribute to dosage sensitivity. We quantified the numbers of high-score sites^66^ as putative TF binding sites. G1 enhancers exhibited the highest number of high-score sites. BRG1 depletion led to a reduction in the number of high-score sites; however, G1 enhancers retained more sites than G5 enhancers (Extended Data Fig. 5f,g). These results suggest that motif composition and abundance within enhancers are critical for their response to BRG1 dosage.

### Dosage-sensitive transcriptional regulation by BRG1

As chromatin accessibility changes can affect transcription, we next examined how varying BRG1 levels influenced gene expression. 

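The RNA-seq series covers mES cells that carry the FKBP12 F36V degron on BRG1, a tag through which the small molecule dTAG13 directs the fusion protein to the proteasome. The cells were treated for 24 h with 0.3, 1, 3, 10 or 100 nM dTAG13, or with none (0 nM), and 2 libraries were sequenced for each of the 6 conditions, 12 in all. The BRG1 levels set beside them are the paper's western blot means of 100% at 0 nM, 78% at 0.3 nM, 52% at 1 nM, 28% at 3 nM, 12% at 10 nM and 3% at 100 nM. The authors trimmed the reads, aligned them with HISAT2 to mm10 and counted read pairs on the exons of each gene symbol with featureCounts. Pairs with both ends aligned were counted, multi-mapped pairs were left out and the strand was not used, so reads from an antisense transcript fall on the gene. The counts summed to 6070152 and 6184807 in the 0 nM libraries, 5750705 and 5799430 at 0.3 nM, and 5939739 and 6375582 at 1 nM. They summed to 4663484 and 5849613 at 3 nM, 6194961 and 5483920 at 10 nM, and 5973600 and 6122174 at 100 nM. The ribosomal transcript Rn45s took between 10.5% and 19.4% of the counts of a library, and Rpph1 between 2.09% and 3.63%. The labels number the libraries of 0, 1, 10 and 100 nM in one run and those of 0.3 and 3 nM in another, and the paper's text does not name a sequencing batch.

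The 11378 genes with a mean of at least 1 RPKM over the 12 libraries were tested. The 6 conditions were fitted together in edgeR with TMM factors of 0.949 to 1.06, because 2 libraries per condition give too few degrees of freedom alone, and each dose was compared with 0 nM. A gene was counted as a DEG at an adjusted p under 0.05 (quasi-likelihood test, Benjamini-Hochberg adjustment) with a fold change over 1.5. The biological coefficient of variation was 6.20%. Across genes, which are not independent replicates, log2 expression in the libraries of a condition correlated with r between 0.987 and 0.990. Each pair of libraries differed by more than counting noise, with a chi-square per degree of freedom between 2.03 and 18.0. It was highest at 3 nM, where Rn45s took 10.5% and 19.0% of the counts of the libraries. At 0.3 nM, where it was lowest, Rn45s took 15.9% and 16.2%. How much of it came from Rn45s was not tested. The first principal component held 39.8% of the variance and ordered the conditions by dose, from -22.7 and -23.5 at 0 nM to 28.1 and 28.5 at 100 nM. TMM takes the bulk of the tested genes as unchanged, so a shift common to all genes would not be seen.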

Transcriptome analysis revealed a gradual increase in numbers of differentially expressed genes (DEGs) with decreasing BRG1 levels (Fig. 5a and Extended Data Fig. 6a). Despite this trend, the overall number of DEGs was relatively low, with 589 (5.2%) upregulated and 1,016 (9.0%) downregulated genes among the 11,303 expressed genes (fragments per kilobase of transcript per million mapped reads (FPKM) > 1). 

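At 0.3 nM dTAG13, 0 genes were higher than at 0 nM and 2 were lower, and 859 genes had an unadjusted p under 0.05, of which 52 were higher and 80 lower past 1.5-fold. The 2 lower genes were Lefty2 (log2 fold change -0.78, standard error 0.097, adjusted p = 0.000262) and Serpinh1 (-0.63, standard error 0.10, adjusted p = 0.0043, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). They are named because they were the only 2, and were chosen after their values were seen. Both were also lower at 100 nM, with log2 fold changes of -0.82 and -3.09. At 1 nM, 21 genes were higher and 83 lower, at 3 nM 173 and 271, and at 10 nM 342 and 560. Of the 104 DEGs at 1 nM, 89 were DEGs in the same direction at 3 nM. The same held at the next dose for 376 of the 444 DEGs at 3 nM and for 726 of the 902 at 10 nM. Because every dose was compared with the same control libraries, sharing was set beside 20 simulations of groups without change of their own. Of the DEGs at 1 nM, 97.1% moved the same way at 100 nM, against 88.5% to 97.1% in the simulations. The shares were 98.2% against 86.3% to 94.4% for 3 nM, and 99.2% against 85.9% to 90.6% for 10 nM. The simulations may overstate what shared controls give. Across all tested genes, r between the log2 fold changes at 0.3 and 100 nM was 0.372, under the simulated mean of 0.494. Of the alternatives set beforehand, dropping the fold-change minimum moved the counts at 1, 3 and 10 nM most, to 88 higher and 173 lower at 1 nM, 472 and 597 at 3 nM, and 895 and 1145 at 10 nM.

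**Figure D1:**
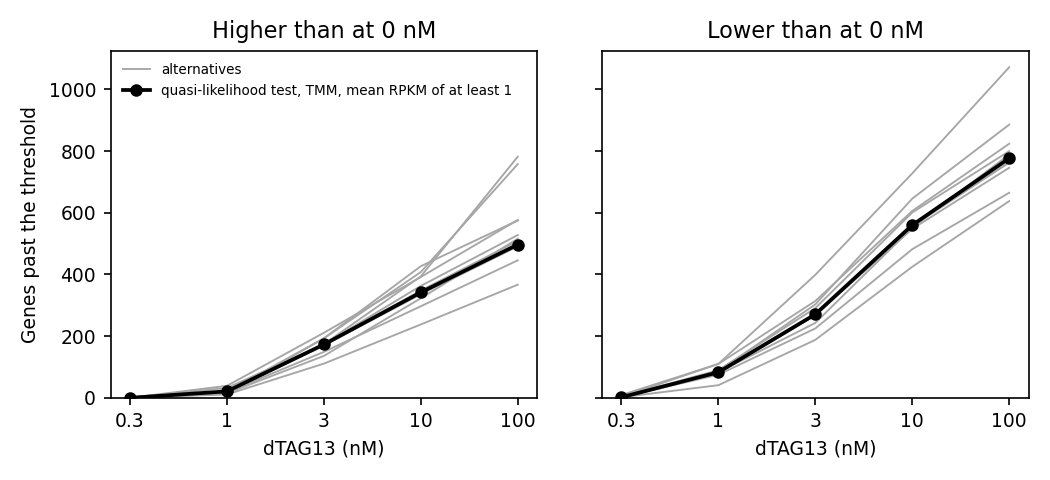
Number of genes higher (left) or lower (right) than at 0 nM, past an adjusted p of 0.05 and a 1.5-fold change, against the dTAG13 concentration in nM. Black points are the counts of the quasi-likelihood test with TMM normalization, and each grey line is an alternative test, normalization, filter, fit or replicate block; at every one of these settings the number rises with each dose.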

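At 100 nM dTAG13, 497 of the 11378 tested genes (4.37%) were higher and 777 (6.83%) were lower than at 0 nM. Without the fold-change minimum, 2662 genes had an adjusted p under 0.05. The numbers were 782 higher and 1072 lower when all 23204 genes with a count entered the fit. The 5 largest rises among DEGs whose 100 nM libraries both lay beyond both 0 nM libraries were those of Gadd45g, Cdx2, Cwh43, Ramp2 and Pcsk1n, all with few counts at 0 nM. Gadd45g (chromosome 13 of mm10, 51846675 to 51848474) had 0 and 1 counts at 0 nM and 10 and 11 at 100 nM, at least 3.44-fold higher. Ramp2 (chromosome 11, 101246334 to 101248250) went from 2 and 2 counts to 11 and 17, at least 4.59-fold higher. Cdx2 (chromosome 5, 147300900 to 147307249) rose from 0.548 ± 0.349 to 4.72 ± 0.258 RPKM (SD, n = 2 each), a log2 fold change of 3.10 (standard error 0.41, adjusted p = 2.4e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 3.93 without 0 nM replicate 1 and 2.55 without 0 nM replicate 2. Cwh43 (chromosome 5, 73406078 to 73453425) had a log2 fold change of 2.82 (standard error 0.43, adjusted p = 1.6e-05 from the same test). That of Pcsk1n (chromosome X, 7919822 to 7924410) was 2.69 (standard error 0.33, adjusted p = 6e-07 from the same test).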

Genes with BRG1-dependent promoters were downregulated with decreased BRG1 dosage, whereas genes with BRG1-independent promoters showed no major change (Extended Data Fig. 6b). Enhancer-proximal genes followed a similar pattern, although with milder effects; only BRG1-dependent enhancer target genes showed modest but significant reductions in expression (Extended Data Fig. 6c). Moreover, genes associated with linearly sensitive enhancers (G5) exhibited greater effects than those linked to buffered enhancers (G1) (Extended Data Fig. 6d). These results indicate that promoter regulation exerts a stronger transcriptional impact than enhancer regulation.

**Fig. 5:**
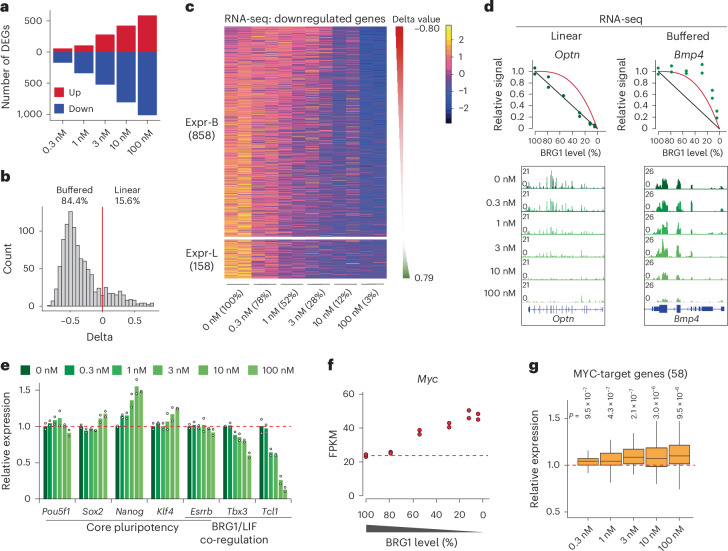
Transcription of the majority of genes exhibits buffered response to BRG1 dosage. **a**, Numbers of DEGs at different dTAG13 concentrations (fold change >1.5). **b**, Histogram of delta values for all 1,016 DEGs. The red line indicates delta = 0. **c**, Heatmap showing BRG1-dependent genes, clustered into two groups based on delta values: negative or buffered (Expr-B) and positive or linear (Expr-L). **d**, Representative genes whose expression exhibited linear or buffered responses to BRG1 depletion. Green dots represent mean expression levels. Diagrams illustrating the linear (black) and buffered (red) models are shown. **e**, Relative gene expression of pluripotency factors at different BRG1 levels. Expression levels are normalized to the expression at 0 nM dTAG13 (DMSO), and the red dashed line represents the mean level at 0 nM. Data are from two independent experiments. **f**, *Myc* expression at different BRG1 levels. Data are from two independent experiments. **g**, Box plot showing expression changes of MYC-target genes under different concentrations of dTAG13. Boxes indicate the 25th to 75th percentiles, the median is shown as a horizontal black line, and whiskers extend up to 1.5 times the interquartile range from the quartiles. Expression levels are normalized to the expression at 0 nM (DMSO). Data represent two independent experiments, and *P* values were calculated with Wilcoxon’s *t*-test (two-sided, versus 0 nM). Source data

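For each of the 777 genes lower at 100 nM, the mean RPKM at each dose was divided by the mean at 0 nM and compared with 2 fixed curves over the BRG1 level. On the linear curve, relative expression equals the BRG1 level. On the buffered curve it is 1 minus the third power of the fraction of BRG1 lost, so that little is lost at first. Delta was the residual sum of squares from the buffered curve minus that from the linear curve over the 6 conditions, and a negative delta means that a gene lies nearer the buffered curve. Neither curve has a slope or an end level that is fitted to the gene. The paper's methods define the BRG term of the 2 formulas as the BRG1 level. It was read here as the level lost, since expression would otherwise rise as BRG1 falls. They speak of fitting the models and do not say whether a slope could vary, so fixed curves are a reading too, and the shares rest on both. Of 197 genes simulated along 1 of the 2 curves down to its level at 100 nM, 97.5% were placed in the right class, which does not cover genes that fall less far. Delta ran from -1.84 to 0.895 over the 777 genes, with a median of -0.453. For 34 genes (4.38%) it lay within 0.05 of 0.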

To further dissect transcriptional responses, we modeled all downregulated genes into buffered or linear response categories (Fig. 5b,c). 

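Delta was negative for 691 genes (88.9%) and positive for 86 (11.1%). With 1 library per dose, the share with a negative delta was 86.6% from the replicates numbered 1 and 87.9% from those numbered 2, a replicate SD of 0.910 percentage points. The alternative that moved the share most rescaled each gene so that its fall ended where the curves end at 100 nM, which compares the shape of the fall and not its size. It put 43.4% of the genes (337) nearer the buffered curve, all of them among the 691, and 354 genes moved to the linear curve. By the size of the fall, the share with a negative delta was 99.5% of the 379 genes that were 1.5 to 2-fold lower at 100 nM and 91.7% of the 228 that were 2 to 3-fold lower. It was 72.9% of the 85 genes that were 3 to 4-fold lower and 50.6% of the 85 that were over 4-fold lower. After rescaling, the shares in the same classes were 43.8%, 47.8%, 37.6% and 35.3%. Across genes, which are not independent replicates, delta and the log2 fold change at 100 nM had a Spearman rho of -0.575, and of -0.045 after rescaling. When each gene was simulated as falling in a straight line with BRG1 to its own level at 100 nM, delta was negative for 84.2% of genes (82.5% to 86.5% over 20 simulations), and for 13.3% after rescaling. Genes simulated along the buffered curve to their own level gave 99.5%, and 88.8% after rescaling.

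**Figure D2:**
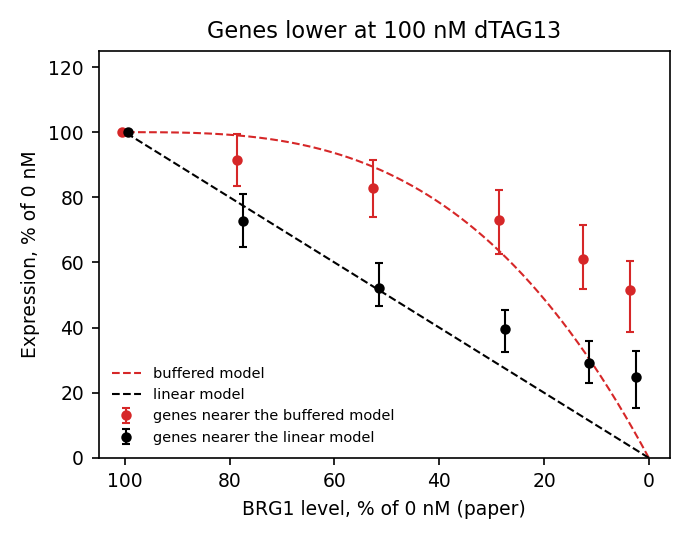
Median expression (% of 0 nM) of the 691 genes nearer the buffered curve (red) and the 86 nearer the linear curve (black) against the paper's BRG1 level (% of 0 nM), with bars from the 25th to the 75th percentile of genes and points set slightly apart sideways. The dashed lines are the 2 fixed curves, and at 100 nM the medians stand at 51.7% and 24.9%.

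**Figure D3:**
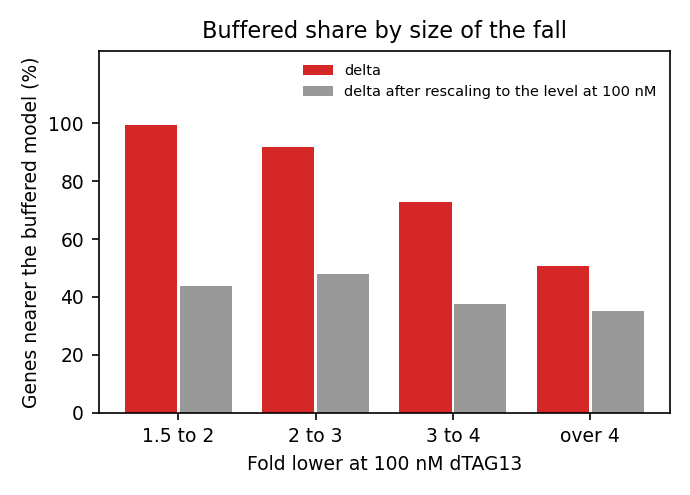
Percentage of genes nearer the buffered curve, by how many fold a gene was lower at 100 nM, for delta (red) and for delta after rescaling to the level at 100 nM (grey). The red bars fall from 99.5% to 50.6% and the grey bars lie between 35.3% and 47.8%.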

Notably, the majority of the downregulated genes (84.4%) exhibited buffered responses, with limited numbers of genes (15.6%) showing linear responses to BRG1 dosage (Fig. 5b). Buffered response genes retained more than 75% expression at half BRG1 levels, whereas expression of linear response genes dropped below 50% (Fig. 5d and Extended Data Fig. 6e). 

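At 1 nM dTAG13, where BRG1 stood at 52% by the paper's western blots, the genes with a negative delta kept a median of 82.8% of their expression at 0 nM (25th to 75th percentile of genes 74.1% to 91.4%). Of these genes, 504 (72.9%) were over 75%. The genes with a positive delta kept a median of 52.1% (46.7% to 59.7%), and 33 of them (38.4%) were under 50%. Delta is computed from these same values, so part of the gap between the classes is set by the sorting. From the replicates numbered 1 and 2 the medians were 83.1% and 82.9% for the first class and 52.7% and 54.9% for the second. Without normalization factors the median of the first class was 81.7%. Optn (chromosome 2 of mm10, 5020642 to 5063938) had a delta of 0.344. Its expression fell from 10.6 ± 1.08 RPKM (SD, n = 2) at 0 nM to 6.06 ± 0.343 RPKM at 1 nM (57.1%) and 2.47 ± 0.286 RPKM at 3 nM. Its log2 fold change was -0.81 at 1 nM (standard error 0.18, adjusted p = 0.0136 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bmp4 (chromosome 14, 46383520 to 46390599) had a delta of -0.817. It stood at 9.84 ± 0.963 RPKM at 0 nM and kept 98.7% at 1 nM, then fell to 5.61 ± 0.591 RPKM at 10 nM (SD, n = 2). Its log2 fold change was -0.81 at 10 nM (standard error 0.19, adjusted p = 0.00285 from the same test) and -2.07 at 100 nM (standard error 0.22, adjusted p = 6.8e-08).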

Downregulated genes were enriched for terms related to proliferation and the MAPK pathway, implying compromised self-renewal programs in mES cells (Extended Data Fig. 6f). 

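The gene ontology lists behind the terms are not used here, and the downregulated genes that would enter such a test are the 777 genes lower at 100 nM. The 5 largest falls among those whose 100 nM libraries both lay below both 0 nM libraries were those of Emp1, Optn, Gpx2, Ildr1 and Klf15. Emp1 (chromosome 6 of mm10, 135362931 to 135383173) had 85 and 117 counts at 0 nM and 2 and 3 at 100 nM, at least 34.1-fold lower. Optn had 161 and 147 counts at 0 nM and 4 and 9 at 100 nM, a log2 fold change of -4.56 (standard error 0.29, adjusted p = 6.9e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gpx2 (chromosome 12, 76792335 to 76795554) fell from 12.5 ± 1.39 to 0.537 ± 0.330 RPKM (SD, n = 2 each), with a log2 fold change of -4.49 (standard error 0.44, adjusted p = 1.8e-08 from the same test). Ildr1 (chromosome 16, 36693978 to 36726804) went from 8.17 ± 0.658 to 0.483 ± 0.00435 RPKM, with a log2 fold change of -4.06 (standard error 0.27, adjusted p = 2e-11 from the same test). For Klf15 (chromosome 6, 90462626 to 90475209) the values were 8.60 ± 0.594 and 0.535 ± 0.257 RPKM, and the log2 fold change was -3.99 (standard error 0.29, adjusted p = 7.9e-11 from the same test).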

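Among the pluripotency genes of Fig. 5e, Pou5f1 (chromosome 17 of mm10, 35506032 to 35510777) stood at 569 ± 20.6 RPKM at 0 nM and 504 ± 27.1 RPKM at 100 nM (SD, n = 2 each). The log2 fold change was -0.17 (standard error 0.058, adjusted p = 0.0301 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and over the alternatives the adjusted p ran from 1.6e-05 to 0.344. It was over 0.05 with the likelihood ratio test (0.0855), DESeq2's Wald test (0.0537) and no normalization factors (0.344). Esrrb had a log2 fold change of -0.17 (standard error 0.059, adjusted p = 0.0433 from the same test), which ran from 0.000179 to 0.369 and was over 0.05 with the same 3 alternatives. Sox2 was at 0.19 (standard error 0.073, adjusted p = 0.0599 from the same test), which ran from 0.0326 in the pairwise fit to 0.402. Klf4 was higher at 100 nM, with a log2 fold change of 0.28 (standard error 0.063, adjusted p = 0.00163 from the same test). Nanog (chromosome 6, 122707489 to 122714633) rose from 228 ± 2.79 RPKM at 0 nM to 327 ± 0.564 RPKM at 100 nM (SD, n = 2 each). Its log2 fold changes were 0.18 at 0.3 nM, 0.21 at 1 nM, 0.40 at 3 nM, 0.57 at 10 nM and 0.52 at 100 nM, where the standard error was 0.051 and the adjusted p 1.8e-08 by the same test. At 1 nM the adjusted p of Nanog was 0.0234 by this test, and 0.0133 to 0.359 over the alternatives. None of these 5 genes passed the 1.5-fold threshold at 100 nM. Tbx3 (chromosome 5, 119670862 to 119684724) fell from 39.3 ± 0.841 to 23.1 ± 2.11 RPKM at 100 nM (SD, n = 2 each), a log2 fold change of -0.77 (standard error 0.072, adjusted p = 8.9e-09 from the same test). It had kept 88.6% at 1 nM and 76.8% at 10 nM. Tcl1 (chromosome 12, 105216755 to 105222737) had kept 64.4% at 1 nM and 24.9% at 10 nM. From 14.4 ± 2.26 RPKM at 0 nM it reached 1.79 ± 0.579 RPKM at 100 nM (SD, n = 2 each), a log2 fold change of -3.00 (standard error 0.23, adjusted p = 2.9e-10 from the same test).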

Whereas core pluripotency genes including *Oct4* (also known as *Pou5f1*) remained unchanged, we observed downregulation of *Tbx3* and *Tcl1*, targets of BRG1 and LIF-STAT3 (refs. ^67–69^; Fig. 5e), linking BRG1 dosage to maintenance of mES cell identity.

To assess the phenotypic consequences, we cultured mES cells long-term in varying concentrations of dTAG13. Proliferation defects became noticeable at 10 nM dTAG13, with severe impairments at 100 nM^41^ (Extended Data Fig. 7a). Alkaline phosphatase staining, a hallmark of undifferentiated states, revealed decreased naive mES cell populations at 1 nM, with higher concentrations resulting in loss of pluripotency (Extended Data Fig. 7b). These results indicate that maintenance of pluripotency is more sensitive to BRG1 dosage than proliferation. 

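The relation of log2(RPKM + 0.1) to the BRG1 level was computed over the 12 libraries for Myc and for the 13 genes of Extended Data Fig. 7c, a family of 14 relations, with two-sided permutation tests (100000 permutations). For Myc, Pearson's r was -0.967 (permutation p = 1e-05, the smallest these permutations can give; adjusted p = 7e-05) and Spearman's rho -0.961 (permutation p = 1e-05; adjusted p = 0.00014). Without the 2 libraries farthest from the median BRG1 level, r was -0.943. Within the 8 libraries of 0, 1, 10 and 100 nM, whose labels share one run of numbers, r was -0.974 (permutation p = 0.00144). The libraries of 0.3 and 3 nM are too few for a value of their own. All 13 genes of Extended Data Fig. 7c had a negative r, from -0.951 for Bmi1 to -0.265 for Hoxb4, and all 13 were higher at 3 than at 0.3 nM. The adjusted permutation p was under 0.05 for 10 of the 13 over the 12 libraries, by r and by rho alike. Within the 8 libraries it was under 0.05 for 8 of the 13 by r, where Lmx1b and Meis2 were no longer past it, and for 6 by rho, 4 of them Hox genes. Over the 12 libraries it was under 0.05 for 6 of the 9 Hox genes, and not for Hoxb3 (r -0.373, adjusted permutation p = 0.246), Hoxb4 (adjusted permutation p = 0.401) and Hoxb7 (r -0.416, adjusted permutation p = 0.203). For Hoxd11, r was -0.902 and rho -0.947 (permutation p = 6e-05 and 4e-05; adjusted p = 0.00028 and 0.000187), and r was -0.956 without the 2 libraries farthest from the median.

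Of the 13 genes, 11 had a mean under 1 RPKM, and they were tested against 0 nM in a fit without the filter on low values. At 100 nM, 6 of the 13 had an adjusted p under 0.05 when adjusted over all genes tested and 8 when adjusted over the list alone, which is not independent evidence since the genes come from a figure of these libraries. Pax6 (chromosome 2 of mm10, 105668896 to 105698410) had 1 and 2 counts at 0 nM and 28 and 28 at 100 nM, at least 9.18-fold higher. Hoxd13 (chromosome 2, 74668310 to 74671599) went from 9 and 2 counts to 26 and 28, a log2 fold change of 2.16 (standard error 0.48, adjusted p = 0.000128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives that adjusted p ran from 5.8e-05 to 0.064, the latter in the pairwise fit. Hoxb3, Hoxb4 and Hoxb7 had at most 6 counts in any 0 nM or 100 nM library, and leaving out 1 library turned their direction. Counts on silent olfactory and vomeronasal receptor genes also rose at 100 nM, and 7 of the 13 genes, 5 of them Hox genes, rose beyond what the same rise per kb would add (negative binomial simulation with the gene's dispersion, adjusted p under 0.05). Meis2, Hoxb3, Hoxb4 and Hoxb7 were among those that did not. The receptor rise used was 0.0740 RPKM. Silent autosomal genes with mostly unique sequence rose by 0.0887 RPKM, and the 13 genes were not tested against that higher rise.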

We also observed a BRG1-dosage-sensitive inverse correlation in expression of oncogene *Myc* and Polycomb-target *Hox* genes (Fig. 5f and Extended Data Fig. 7c), consistent with their dysregulation upon BRG1 perturbation^14,55,70^. Notably, *Myc* levels were significantly increased at dTAG13 concentrations of 1 nM or higher, accompanied by activation of MYC-target genes (Fig. 5g), reinforcing *Myc* as a dosage-sensitive target of BRG1.

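Myc (chromosome 15 of mm10, 61985341 to 61990361) stood at 23.9 ± 0.324 RPKM at 0 nM and 25.4 ± 0.498 RPKM at 0.3 nM (SD, n = 2 each), a log2 fold change of 0.09 (standard error 0.085, adjusted p = 0.894 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 1 nM it stood at 37.8 ± 0.144 RPKM (SD, n = 2), a log2 fold change of 0.66 (standard error 0.082, adjusted p = 2.3e-05 from the same test). By the same test it was 0.77 at 3 nM (standard error 0.082, adjusted p = 4.4e-07), 0.96 at 10 nM (standard error 0.081, adjusted p = 2.9e-09) and 0.94 at 100 nM (standard error 0.081, adjusted p = 1.7e-09), where Myc stood at 45.8 ± 2.53 RPKM (SD, n = 2). With each library left out in turn, the log2 fold change at 1 nM stayed between 0.64 and 0.67.

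Of the 58 MYC-target genes in the paper's source data for Fig. 5g, 56 were tested, Myc among them. Their median log2 fold change was 0.051 at 0.3 nM, 0.077 at 1 nM, 0.080 at 3 nM, 0.057 at 10 nM and 0.080 at 100 nM, with 39, 45, 42, 38 and 39 genes higher than at 0 nM. Among 10000 random lists of the same size matched on mean expression, these medians lay at percentiles 99.89, 99.99, 99.97, 98.97 and 99.76. By limma's camera test with an inter-gene correlation of 0.01, adjusted over the 5 doses by Benjamini-Hochberg, the p was 0.0051, 6.2e-06, 0.00343, 0.0175 and 0.0175. The estimated correlation between the genes was 0.0763 to 0.0777, and with it camera passed at no dose (adjusted p = 0.190 at 1 nM and 0.244 at the others), while at 0.3 nM, the dose at which Myc had not risen, fry did not pass either (0.121). The calls at 1, 3, 10 and 100 nM held under fry (adjusted p = 0.0249 to 0.0296). Without Myc in the list, camera gave an adjusted p of 0.0529 at 10 nM. Leaving out 10 nM replicate 1 took the median at 10 nM to -0.0021. Single genes of the list that were DEGs numbered 0 at 0.3 nM, 1 at 1, 3 and 10 nM, and 3 at 100 nM. The 1 at 1, 3 and 10 nM was Myc itself, and Sord and Srm joined it at 100 nM. The paper reads the rise of Myc at 1 nM and above, with that of its target genes, as reinforcing the view of Myc as a target of BRG1 that is sensitive to dosage.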

### BRG1 dosage-sensitive regulation is conserved in human cells

To determine whether the BRG1 dosage-sensitive features observed in mES cells were conserved in other cell types, we investigated BRG1 dosage sensitivity in the BEAS-2B cell line, a normal human bronchial epithelial cell line widely used in lung carcinogenesis studies^71–73^. Approximately 35% of lung cancers, including non-small-cell lung cancers, harbor mutations in genes encoding mSWI/SNF subunits^22,74^. Conditional knockout of *Brg1* and/or *Brm* in mouse lungs leads to cancer development and progression^75^, suggesting that dosage of mSWI/SNF components is critical for lung cell homeostasis. Unlike mES cells, BEAS-2B cells express both BRG1 and BRM (Extended Data Fig. 8a), which exhibit cooperative and antagonistic functions^76^. To simplify the BRG1 dosage analysis, we generated *BRM-*knockout BESA-2B cells (Extended Data Fig. 8b). Knockout of *BRM* did not alter cell morphology (Extended Data Fig. 8c), BRG1 binding (Extended Data Fig. 8d) or chromatin accessibility (Extended Data Fig. 9c; comparison of ATAC-seq results for wild-type versus *BRM*-knockout, 0 nM), indicating that the remaining mSWI/SNF complexes containing only BRG1 could maintain cell and chromatin states similar to those of wild-type cells.

We depleted BRG1 using AU-15330, a PROTAC targeting BRG1 and BRM^60^ that enables rapid BRG1 degradation within 2 h (Extended Data Fig. 8e), and observed dosage-dependent degradation after the treatment (Fig. 6a). Population-wide BRG1 depletion was confirmed by immunostaining (Extended Data Fig. 8f,g). Consistent with a previous report^60^, we observed degradation of PBAF-specific subunit PBRM1 (Extended Data Fig. 8h). These results indicate that AU-15330 allows precise control of BRG1 levels, similar to the dTAG system.

**Fig. 6:**
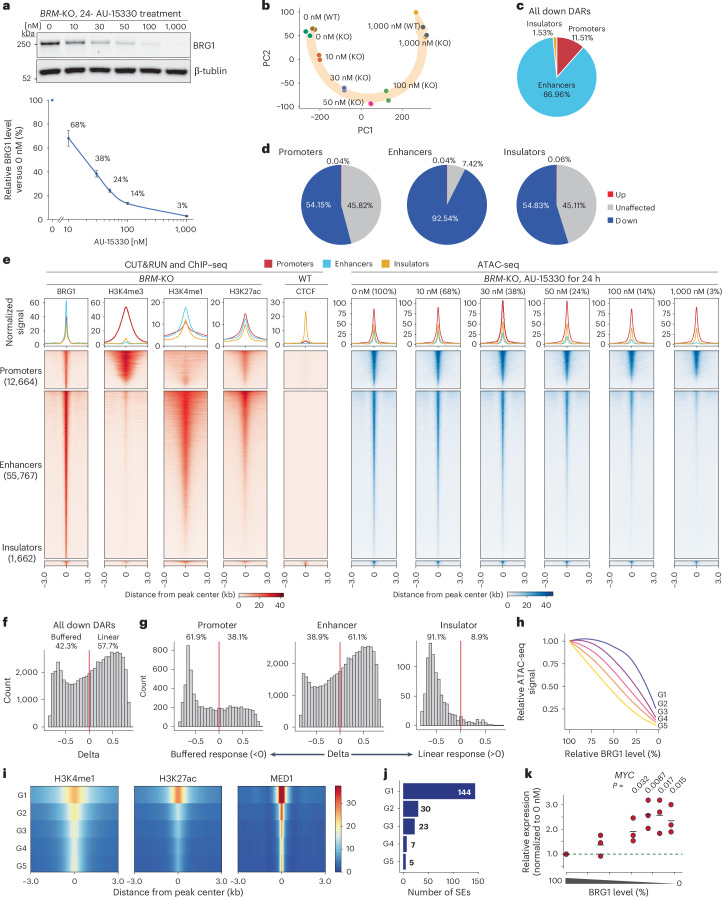
Conserved dosage sensitivity in human lung epithelial cells. **a**, Western blot analysis of BRG1 in *BRM*-knockout (KO) BEAS-2B cells after treatment with the indicated concentrations of AU-15330 for 24 h (top). Data are presented as the mean ± s.e.m. from four independent experiments. Quantification of relative BRG1 abundance following AU-15330 treatment (bottom). BRG1 expression relative to that of tubulin was normalized to DMSO-treated (0 nM) *BRM*-KO BEAS-2B cells. **b**, PCA of ATAC-seq data across different AU-15330 concentrations. Cells were treated with AU-15330 for 24 h. **c**, Pie chart depicting relative percentages of significantly changed ATAC-seq signals at promoters, enhancers and insulators. **d**, Pie charts depicting percentages of significantly changed ATAC-seq signals at BRG1 target sites in promoters, enhancers and insulators. **e**, Heatmap showing profiles of protein and histone modifications (CUT&RUN and ChIP–seq^89^) (red) and ATAC-seq (blue) for regions falling into genomic elements at the indicated dTAG13 concentration (bottom). The top panel shows aggregate coverage plots with mean enrichment at promoters (red), enhancers (cyan) and insulators (orange). **f**, Histogram of delta values for BRG1-dependent regulatory elements (promoters + enhancers + insulators). **g**, Histograms of delta values for BRG1-dependent promoters, enhancers and insulators. The red line indicates delta = 0. **h**, Chromatin accessibility changes for each of the five groups of BRG1-dependent enhancers in BEAS-2B cells. Lines show the mean of each group, shaded areas indicate the s.e.m. **i**, Heatmap showing relative enrichment of chromatin marks and MED1 binding across different groups of ATAC-seq peaks. **j**, Number of SEs in each group. **k**, *MYC* expression relative to that of *GAPDH* at different BRG1 levels. The level was further normalized by 0 nM AU-15330 conditions. Data represent three independent replicates, each with three technical replicates. Bars indicate the average. Source data

We then investigated changes in chromatin accessibility in response to varying BRG1 levels. As in mES cells, numbers of DARs progressively increased with BRG1 degradation levels (Extended Data Fig. 9a), with most DARs showing reduced accessibility (Extended Data Fig. 9b). PCA revealed that wild-type and *BRM*-knockout cells were clustered together under both control (0 nM AU-15330) and depletion (1,000 nM AU-15330) conditions, with a global shift correlated with AU-15330 concentration (Fig. 6b). BRG1 depletion predominantly affected enhancer accessibility (Fig. 6c), with more than 90% of BRG1-bound enhancers showing reduced accessibility (Fig. 6d,e). By contrast, only about half of the BRG1-bound promoters and insulators were affected (Fig. 6d,e). These differences among regulatory elements were consistent with our observations in mES cells. However, the numbers and proportions of affected regions were higher across all regulatory elements in BEAS-2B cells (Figs. 2c and 6d), suggesting a greater dependence on mSWI/SNF for chromatin accessibility in this cell type.

To understand the role of BRG1 in chromatin regulation, we compared BRG1-dependent and BRG1-independent regulatory elements (Extended Data Fig. 9c,d). BRG1-independent promoters exhibited greater H3K4me3 enrichment, a hallmark of strong promoters (Extended Data Fig. 9c). Motif enrichment analysis revealed that both BRG1-dependent promoters and enhancers, as well as BRG1-independent enhancers, were enriched for AP-1 components (FOS and FOSL1) and AP-1-associated factor ATF3 motifs, consistent with their cooperative functions^77,78^ (Extended Data Fig. 9e). Notably, BRG1-independent promoters were enriched for NFY and SP1 motifs, as observed in mES cells (Fig. 3a), suggesting a conserved regulatory mechanism across different cell types.

To explore the dosage sensitivity of these changes, we divided regions with decreased chromatin accessibility into buffered and linear response categories (Fig. 6f). Promoters and insulators exhibited mostly buffered responses, whereas enhancers showed both linear and buffered responses (Fig. 6g). We further classified enhancers based on their dosage sensitivity (G1–G5 groups) (Extended Data Fig. 9f). Buffered enhancers retained more ATAC-seq signal than linear enhancers at moderate BRG1 levels (Fig. 6h and Extended Data Fig. 9g). G1 buffered enhancers displayed strong H3K27ac enrichment, whereas G5 linear enhancers had weaker enrichment (Fig. 6i). Of the 276 SEs identified based on MED1 signals, 209 (75.7%) were affected by BRG1 depletion. Notably, SEs were preferentially enriched in the G1 group (Fig. 6j), consistent with our findings in mES cells.

*MYC* has a critical role in lung cancer^79^, and we found its expression to be highly sensitive to BRG1 dosage: it was upregulated 1.9-fold at 38% BRG1 (Fig. 6k). By contrast, the expression of oncogene *KRAS* was unaffected (Extended Data Fig. 9h). Near-complete depletion of mSWI/SNF led to growth defects, whereas partial depletion had a limited impact (Extended Data Fig. 9i).

Collectively, our results reveal conserved mSWI/SNF dosage sensitivity in regulation of chromatin accessibility, cellular homeostasis and *MYC* expression. Modest reductions in BRG1 levels led to upregulation of *MYC* without compromising proliferation, whereas further depletion impaired proliferation. These findings support the proposition that mSWI/SNF functions as a tumor suppressor while remaining essential for cancer cell growth^21,22,80^ and further suggest that its dosage-sensitive regulatory effects contribute to cancer progression, particularly via control of *MYC* oncogene activation.

## Discussion

By precisely controlling protein levels of BRG1, the essential ATPase subunit of the mSWI/SNF complex, we investigated the dosage-sensitive effects of BRG1 on chromatin binding, chromatin accessibility and transcription. We found that BRG1 binding was linearly sensitive to its dosage, whereas chromatin accessibility of BRG1 targets exhibited either linear or buffered sensitivity depending on the type of regulatory element, and the effects on transcription were largely buffered (Fig. 7). Promoters and insulators typically showed buffered responses, whereas enhancers displayed both buffered and linear sensitivities, depending on their activity level (Fig. 7). These findings highlight the complexity of dosage-sensitive gene regulation and underscore the critical role of BRG1 in maintaining precise control of chromatin architecture and transcription.

**Fig. 7:**
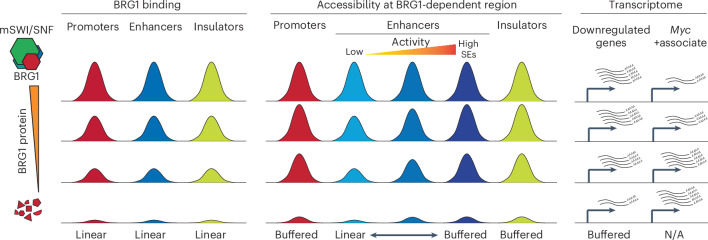
Model illustrating differential responses of genomic regions to BRG1 dosage. Model illustrating the dosage sensitivity of BRG1 binding, chromatin accessibility and transcriptional responses. Chromatin accessibility response is further categorized by type of regulatory element and enhancer activity, reflecting different patterns of dosage sensitivity across different genomic regions. Red, blue and yellow peaks represent BRG1-bound promoters, enhancers and insulators, respectively. Each row indicates a different BRG1 dosage level, with the bottom row representing the BRG1-depleted condition. Regions labeled ‘Linear’ exhibited changes in signals that were correlated proportionally with the BRG1 level, whereas those labeled ‘Buffered’ showed limited changes at certain levels of BRG1 depletion. ‘*Myc*+associate’ denotes *Myc* and MYC-target gene expression. N/A, not applicable.

The response of enhancers to BRG1 dosage showed variable sensitivity, with strong enhancers showing buffered responses. This observation was consistent with those of previous studies of the temporal dynamics following mSWI/SNF inhibition, in which strong enhancers responded slowly and weak enhancers responded rapidly^11,12^. Despite these similarities, our data indicate that the dosage sensitivity and temporal dynamics are not entirely the same. One possible explanation for this is that the temporal dynamics are influenced by the chromatin state at the time of inhibitor treatment, whereas dosage sensitivity reflects the degree of enhancer dependency on mSWI/SNF and contributions of other regulatory factors. A crowded chromatin environment may hinder rapid changes, whereas more accessible regions may close gradually via spontaneous nucleosome sliding, which is assumed to take place over minutes to hours^81^. Furthermore, weak enhancers may depend more on BRG1 to maintain their accessibility. In buffered regions, the effects of BRG1 may be mediated through histone modifications or other regulatory mechanisms, such that only low levels of BRG1 are required.

We also found distinct patterns of BRG1 dependency among regulatory elements. Approximately one-third of the BRG1-bound regulatory elements (7,258 of 20,326) exhibited BRG1-dependent accessibility. The enrichment of NFYA and CTCF at BRG1-independent promoters and insulators, respectively, suggests that other factors may compensate for mSWI/SNF depletion. For instance, SNF2H appeared to function predominantly at BRG1-bound insulators, although some sites required both SNF2H and BRG1. Similarly, EP400/TIP60 has been reported to compensate for mSWI/SNF loss at promoters^16^, suggesting that cross-talk between mSWI/SNF and other remodelers might be specific to certain types of genomic element. This compensatory role of other remodelers might contribute to the BRG1 dosage sensitivity of accessibility regulation, as both promoters and insulators were enriched for buffered response to BRG1 dosage. In addition, we observed accumulation of Polycomb proteins at BRG1-dependent promoters following BRG1 loss, and expression of *Hox* genes, which are known to be Polycomb targets, was negatively correlated with BRG1 levels. These results suggest that Polycomb proteins may be redistributed in response to BRG1 dosage, as suggested by a study of acute BRG1 depletion^14^. A recent study also found that mSWI/SNF-dependent promoters were enriched for TATA-box elements and flanked by mSWI/SNF-bound enhancers, whereas GC-rich housekeeping genes were less affected^82^. These findings raise the question of whether differences in dependency arise from compensatory mechanisms or distinct regulatory processes governing chromatin accessibility.

Our results show that the BRG1 dosage sensitivity of enhancer accessibility is linked to enhancer activity. This differential dosage sensitivity response to intermediate BRG1 levels, with decreased accessibility for typical enhancers but maintenance of accessibility for SEs, is intriguing as SEs are often associated with oncogene regulation in cancers^63^. A similar pattern, with typical enhancers but not SEs being affected, has been observed in *SMARCB1*-defectient rhabdoid tumors, in which mSWI/SNF stability is compromised^24,25^. In these contexts, residual mSWI/SNF activity is critical for expression of oncogenes, including MYC-target genes^83^. This suggests that selective enhancer dysregulation in response to altered mSWI/SNF dosage may be a general mechanism contributing to oncogenesis. Notably, the role of BRG1 in *MYC* regulation appears to be context-dependent, promoting *MYC* expression in leukemia and prostate cancer^16,60,84–86^ but repressing it in cardiomyocytes and lung cancer cells^70,87,88^. Our finding that *MYC* is sensitive to a decrease in BRG1 dosage is consistent with observations of BRG1 disruption or rescue in lung cancer cell lines^70,74^. These studies suggest that BRG1 dosage sensitivity may have a key role in lung cancer biology. In addition, dosage-sensitive regulation of mSWI/SNF is complicated by the presence of redundant ATPase subunits, BRG1 and BRM. In both mES cells and *BRM*-knockout BEAS-2B cells, BRG1 alone supported chromatin accessibility, and its depletion alone was sufficient to reduce accessibility of SEs. By contrast, both BRG1 and BRM need to be depleted to impair SEs in HAP1 cells^11^, indicating functional redundancy. Thus, the BRG1 dosage sensitivity observed in this study may reflect a broader principle of mSWI/SNF dosage-sensitive regulation across diverse cell types.

In conclusion, our study reveals molecular mechanisms underlying BRG1 dosage sensitivity with different effects on chromatin binding, accessibility and transcription. These findings deepen our understanding of the function of mSWI/SNF in stem cell biology and emphasize the importance of precise chromatin regulation in maintenance of cellular identity. The insights presented here represent a foundation for future exploration of how alterations in mSWI/SNF dosage affect accessibility and transcription in development, cancer and other disease contexts.

## Methods

This study complied with all relevant ethical regulations and was approved by the Harvard Committee on Microbiological Safety, which serves as the Institutional Biosafety Committee for Harvard Medical School, under ID 22-079-A03. All animal experiments were conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and approved by the Institutional Animal Care and Use Committee of Boston Children’s Hospital and Harvard Medical School under protocol number IS00000270-9.

### Cell culture, establishment of cell lines and chemical treatment

The mES cells were derived from blastocysts of C57BL/6J mice (Jax, 000664) and cultured on 0.1% gelatin-coated plates under 2i/LIF conditions. Cells were maintained in DMEM (Gibco, 11960069) supplemented with 15% fetal bovine serum (FBS, Sigma-Aldrich, F6178), 2 mM GlutaMAX (Gibco, 35050061), 1 mM sodium pyruvate (Gibco, 11360), 1× MEM nonessential amino acids (Gibco, 11140050), 0.084 mM 2-mercaptoethanol (Gibco, 21985023), 100 U ml^−1^ penicillin–streptomycin (Gibco, 15140122), 1000 IU ml^−1^ LIF (Millipore, ESG1107), 0.5 μM PD0325901 (Tocris, 4192) and 3 μM CHIR99021 (Tocris, 4423). BEAS-2B cells were purchased from the American Type Culture Collection (ATCC, CRL-3588). Cells were maintained in RPMI1640 (Gibco, 11875093) supplemented with 10% FBS and 100 U ml^−1^ penicillin–streptomycin. *Drosophila* S2 cells, purchased from Gibco (R69007), were grown in Schneider’s *Drosophila* medium (Thermo Fisher Scientific, catalog no. 21720024) supplemented with 10% heat-inactivated FBS, 0.1 % Plutonic F-68 (Gibco, 24040032) and 1% penicillin–streptomycin at 28 °C.

To generate the *Brg1*-dTAG and *Snf2h*-dTAG cell lines, mES cells were cotransfected with targeting plasmids and pX330.puro (Addgene, catalog no. 110403) using Lipofectamine 2000 (Invitrogen, 11668030). After transfection, cells were selected with puromycin (Gibco, A1113803). Colonies derived from single cells were picked and genotyped for successful integration, followed by validation and analysis. Sequences of single guide RNAs are listed in Supplementary Table 1.

To generate the *BRM*-knockout cell line, BEAS-2B cells were cotransfected with pL-CRISPR.EFS.GFP (Addgene, catalog no. 57818) and pL-CRISPR.EFS.tRFP (Addgene, catalog no. 57819) using Lipofectamine 2000. Two days after transfection, GFP and RFP double-positive cells were sorted to 96-well plates with a single cell per well. Knockout was confirmed by genotyping, followed by western blot analysis. Genotyping primers are listed in Supplementary Table 2.

For chemical treatment, mES cells and BEAS-2B were seeded in 12-well plates the day before treatment. Cells were treated with dTAG13 (100 pM to 100 nM) or AU-15330 (10 nM to 1,000 nM) by complete replacement of the culture medium. After the specified treatment period, cells were harvested using TrypLE (Gibco, 12605010) or Trypsin-EDTA (Gibco, 25200072) and resuspended in fresh culture medium for downstream analysis.

### Western blot

Cells were resuspended at a final concentration of 1 × 10^4^ cells μl^−1^ in 1× LDS buffer (Invitrogen, NP0007). Protein samples were prepared by sonication using a Bioruptor 300 (Diagnode), followed by heat denaturation. Proteins were separated by 3–8% SDS–PAGE, then transferred onto nitrocellulose or polyvinylidene fluoride (PVDF) membranes (Invitrogen, IB23002 or IB24002) using the iBlot2 system (Invitrogen). Membranes were blocked in 3% bovine serum albumin (Jackson ImmunoResearch, 001-000-162) prepared in Tris-buffered saline (Cell Signaling Technology, 12498S) with 0.1% Tween-20 (TBS-T) for 1 h at room temperature. After blocking, membranes were incubated overnight at 4 °C with primary antibodies. The next day, membranes were washed four times with TBS-T, followed by incubation with secondary antibodies conjugated to fluorescent-dye or HRP at room temperature. Then, membranes were washed four times with TBS-T, and those incubated with HRP antibodies were developed using SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo, 34580) before being imaged on an iBright 1500 system. The sources of all antibodies are listed in Supplementary Table 3.

### Immunofluorescence

Cells were seeded on a collagen-coated eight-well culture slide (Corning, 354630) and treated the following day with dTAG13 or AU-15330 by complete replacement of the culture medium. Twenty-four hours after treatment, cells were fixed in 4% paraformaldehyde (PFA) for 20 min and permeabilized with PBS containing 0.5 % Triton X-100. Cells were incubated overnight at 4 °C with primary antibodies (listed in Supplementary Table 3), followed by incubation with secondary antibody for 2 h at room temperature. They were then mounted using Vectashield (Vector Laboratories, H-1200-10) and imaged with a confocal microscope (Zeiss, LSM800). The relative signal level was calculated by normalizing to the mean intensity of the dimethyl sulfoxide (DMSO)-treated control.

### CUT&RUN, ATAC-seq and RNA-seq library preparation and sequencing

CUT&RUN was performed as previously described^90,91^. In brief, 50,000 mES cells were incubated with activated Concanavalin A Magnetic Beads (Polysciences, 86057-3). Samples were then incubated overnight with the antibody, followed by incubation with pA-MNase (home-made). DNA was fragmented by incubation with CaCl_2_ and subsequently purified using a phenol-chloroform extraction. Sequencing libraries were prepared using a NEBNext Ultra II DNA Library Preparation Kit for Illumina (New England Biolabs, E7645S).

ATAC-seq was performed as previously described^42,92^. In brief, 10,000 to 20,000 mES cells were treated with adapter-loaded Tn5 transposase (home-made) at 37 °C. The reaction was stopped by adding a buffer containing SDS, and proteins were digested with Proteinase K at 55 °C. Tween-20 was added to quench the SDS. Sequencing libraries were prepared using NEBNext High-Fidelity 2× PCR Master Mix (New England Biolabs, M0541S). RNA-seq libraries were prepared using the SMART-Seq Stranded Kit (Takara Bio, 63444) using 5,000 mES cells. All libraries were sequenced on the NextSeq 550 system (Illumina) using paired-end 75-bp reads.

### Co-immunoprecipitation

Antibody beads were prepared using a Dynabeads Co-Immunoprecipitation Kit (Thermo, 14321D). In brief, 0.4 mg of beads were coupled with 1.4 μg of antibody overnight, followed by washing with HB, LB and SB buffers. Suspensions of nuclei were prepared using a modified protocol^43^. About 2.0–3.5 × 10^7^ cells were used for each experiment. Cells were swelled in buffer A (10 mM HEPES, pH 7.9, 1.5 mM MgCl_2_ and 10 mM KCl) supplemented with 1 mM DTT and Complete Protease Inhibitor Cocktail (Roche, 11836170001), then lysed by homogenization using a 25-gauge needle with 5–8 strokes. Nuclei were pelleted by centrifugation at 900*g* for 5 min and resuspended in buffer C (20 mM HEPES, pH 7.9, 20% glycerol, 420 mM NaCl, 1.5 mM MgCl_2_ and 0.2 mM EDTA) supplemented with 1 mM DTT and protease inhibitor cocktail. After a 30-min incubation on ice, the sample was cleared by centrifugation at 21,100*g* for 10 min. The supernatant was collected and flash-frozen in liquid nitrogen for further use.

Before immunoprecipitation, nuclear lysates were diluted with two-thirds of the original volume of 20 mM HEPES, pH 7.9, and 0.3% NP-40 to reduce the NaCl concentration. The diluted nuclear lysates were incubated with the antibody–bead solution for 3 h at 4 °C. The samples were then washed with wash buffer (50 mM Tris, pH 8.0, 150 mM NaCl, 1 mM EDTA, 10% glycerol and 0.5% Triton X-100). Proteins were eluted in 1× LDS buffer by boiling and subsequently analyzed by western blotting.

### Cell proliferation assay

Cells were seeded in 96-well plates at 300 cells per well for 6 days, 1,500 cells per well for 3 days and 5,000 cells per well for 1 day of treatment. After the specified treatment period, DNA was stained with a CyQUANT NF Cell Proliferation Assay kit (Invitrogen, C35007) and detected with a CLARIOstar Plus plate reader (BMG LABTECH). Each sample was measured in triplicate, and the mean fluorescence intensity was used for calculations. Relative signal levels were normalized to the DMSO-treated control.

### Alkaline phosphatase staining

Cells were seeded in 12-well plates at 10,000 cells per well and then treated with dTAG13 at the specified concentrations for 6 days. At the endpoint of the treatment period, cells were washed gently with phosphate-buffered saline, stained using a StemAb Alkaline Phosphatase Staining Kit II (Amsbio, AMS.00-0055) and imaged with a BZ-X810 microscope (KEYENCE). Colonies were scored manually.

### Quantitative RT–PCR analysis

Total RNA was isolated from cells using TRIzol reagent (Invitrogen). cDNA was synthesized with SuperScript IV, and RT–PCR was performed using Fast SYBR Green Master Mix (Applied Biosystems) on a QuantStudio 6 Pro (Applied Biosystems). Relative mRNA expression levels were calculated using a standard curve, with *GAPDH* as an internal control. Primer sequences are listed in Supplementary Table 2.

### Data analysis

#### CUT&RUN data analysis

Raw reads with sequencing adaptors or low-quality ends reads were trimmed using trim_galore (v.0.6.7) with ‘–illumina -q 20–length 30–paired -j 2’. Then, the clean reads were aligned to the mouse mm10 genome via bowtie2 (v.2.5.1) with default parameters. The bam files were sorted with samtools (v.1.6). Duplicates were marked and removed with Picard (v.2.26.4-0); then, MACS2 (v.2.2.7.1) was used to call significant peaks with parameters ‘-f BAMPE–keep-dup all -g mm -q 0.05–broad–max-gap 200’. To obtain highly conserved BRG1 binding peaks, the peaks detected in both biological repeats were defined as binding sites. ChIPseeker (annotatePeak function) was used to annotate BRG1 binding peaks. Peaks located near transcription start sites (±1,000 base pairs) were defined as promoter binding. Peaks overlapping with CTCF-binding sites (CTCF ChIP–seq data were downloaded from GEO: GSE30206) were classified as insulator binding, and the remaining peaks were classified as enhancer binding. For Integrative Genomics Viewer (IGV) visualization of the signals, the read coverage was normalized by reads per kilobase per million (RPKM) using bamCoverage (v.3.5.5).

#### ATAC-seq data analysis

The same method as for CUT&RUN data analysis was used to remove sequencing adaptors or low-quality reads, and the clean reads were aligned to mm10 via bowtiew2 with parameter ‘-q -X 2000’. Then, Picard was used to remove duplicates, and MACS was used to call significant peaks with parameters ‘-f BAMPE–keep-dup all -g mm -B -q 0.05’.

We first tried to use *Drosophila* spike-in DNA to construct the ATAC-seq library. The sequencing reads were aligned to *Drosophila* genome dm6, and unmapped reads were further mapped to the mouse genome. The spike-in read numbers varied significantly from sample to sample; this did not reflect the actual biology but may have been due to inconsistent amounts of spike-in DNA added across different samples. Therefore, spike-in DNA could not be applied for normalization in our data. The total peak numbers showed limited differences among all samples (peak numbers: 0 nM 43,212; 0.3 nM 51,119; 1 nM 40,673; 3 nM 40,164; 10 nM 35,207; 100 nM 37,441). Most ATAC-seq peaks did not change after BRG11 depletion, especially the strong peaks. There were no global ATAC-seq signal changes. The strong peaks could be used for calculation of size factors. The upper-quartile normalization method from the calcNormFactors function in edgeR (v.3.32.1) was used to calculate 95% quantiles of the counts for each library, after removing genes that were zero in all libraries.

For differentially accessible peak detection, the ATAC-seq read counts for each BRG1-binding site were calculated using multiBamCov (v.2.30.0). The read count matrix was then loaded into edgeR. After normalization and estimation of dispersions, a generalized linear model was fitted, and likelihood ratio tests were applied (glmFit and glmLRT functions). Peaks with a false discovery rate of less than 0.05 were defined as differentially accessible peaks.

For motif enrichment analysis, the findMotifsGenome.pl function in HOMER2 (http://homer.ucsd.edu/homer/motif/) was applied to bed files. The ‘-mask‘ parameter was applied to use the repeat-masked sequence. Briefly, HOMER identifies overrepresented motifs within a set of peaks. Then, it selects random background regions as a background set. Finally, it screens its library of reliable motifs against the target and background sequences to determine enrichment. Enrichment *P* values for all motifs in all peaks were then corrected for multiple testing by calculating the Benjamini-adjusted *P* value. Motifs with an adjusted *P* value less than 0.05 were considered to be significantly enriched.

#### RNA-seq data analysis

The same method as for CUT&RUN and ATAC-seq data analyses was used to remove sequencing adaptors or low-quality reads, and the clean reads were aligned to the mouse genome using HISAT2 (v.2.2.1). To quantify gene expression, featureCounts (v.2.0.1) was used to count the sequencing reads within each gene. Then, edgeR (v.3.32.1) was employed for normalization and differential expression analysis. Genes with reads per kilobase per million less than 1 were defined as having low expression and excluded from the differential expression analysis. Then, DEGs were identified using the likelihood ratio test (glmFit and glmLRT functions in edgeR). Genes with false discovery rate less than 0.05 and absolute value of fold change greater than 1.5 were defined as DEGs. enrichR (v.3.4) was used for gene ontology enrichment analysis of DEGs.

#### Modeling buffered and linear response peaks

For each BRG1-binding peak, read counts from all dosage-treated samples were normalized to the control sample. Then, *z*-scores were calculated as follows: *z* = (*x* − *μ*)/σ, where *x* is the raw signal, *μ* is the mean across all samples and *σ* is the standard deviation of all samples. Peaks with maximum *z*-score in any sample were excluded from modeling. Two models—a buffered model and a linear model—were then fitted to assess changes in CUT&RUN, ATAC-seq and transcriptome data relative to BRG1 protein levels as measured by western blotting. The linear model was

$${\mathrm{RC}} \sim 1-{\mathrm{BRG}},$$

and the buffered model was

$${\mathrm{RC}} \sim 1-{{\mathrm{BRG}}}^{3},$$

where RC is a vector of normalized read counts among all samples, and BRG is the BRG1 protein level of all samples. The residual sum of squares, RSS, was calculated for each peak in each model as follows:

$${\rm{RSS}}=\mathop{\sum }\limits_{k=i}^{n}\left(\;{y}_{i}-\bar{y}\right),$$

and a delta value of residuals was computed to quantify the distance between the two models, enabling a comparison of their fit to the data:

$${\varDelta}={{\mathrm{RSS}}}_{{\mathrm{sensitive}}}-{{\mathrm{RSS}}}_{{\mathrm{buffered}}}.$$

Here a positive delta value indicates that the peak is closer to the linear model than the buffered model, whereas a negative delta value indicates that the peak is closer to the buffered model.

#### SE analysis

A total of 231 SEs of mouse ES cells were obtained from R. Young’s laboratory^62^. The original genomic locations of these enhancers were based on mm9 genome assembly. We converted the genome coordinates from mm9 to mm10 using the LiftOver tool from USCS utilities. The overlaps of SEs with other genomic features were measured using bedtools (v.2.30.0). The SEs of BEAS-2B cells were defined as previously described^62^.

#### Chromatin states enrichment analysis

A chromatin states map for mES cells generated using ChIP–seq data for E14 cells from the ENCODE project was downloaded from https://github.com/guifengwei/ChromHMM_mESC_mm10. ChromHMM was used to identify chromatin states according to combinations of histone modifications. A 12-state model was trained, containing mostly promoters, enhancers, repressed Polycomb sites, transcription elongation regions, CTCF-bound sites and intergenic regions. To calculate chromatin state enrichments of given genomic regions, we used Fisher’s exact test to compare enrichment to background regions. The background regions were generated by shuffling regions using bedtools (shuffleBed).

#### Training of ChromBPNet models

We used ChromBPNet to predict the chromatin accessibilities of the BRG1-binding sites. ChromBPNet was downloaded from GitHub (https://github.com/kundajelab/chrombpnet), and we followed the tutorial provided to train models for ATAC-seq of untreated (0 nM) and treated (100 nM) mES cells. We first generated background regions for training a bias model to capture the Tn5 enzyme effect. We then used this model to regress out the effects of the enzyme from our ATAC-seq profiles. Next, bias-factorized ChromBPNet models were trained to predict the base-pair resolution chromatin accessibility profiles. Finally, we generated base-pair resolution importance scores for all BRG1-binding sites as described in the ChromBPNet tutorial. We further used the TF-MODISCO (https://github.com/kundajelab/tfmodisco) motif discovery algorithm to identify sequence motifs enriched in different enhancers. We then used a previously described method^66^ to build a hidden Markov model to identify sequences with a significant positive or negative influence on chromatin accessibility within the BRG1-binding sites.

#### Statistics and reproducibility

No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those reported in previous publications^11,12,42^. The experiments were not randomized. Drosophila DNA for ATAC-seq and spike-in yeast DNA for CUT&RUN were excluded from analyses owing to substantial variation in spike-in read counts across samples, possibly caused by inconsistent spike-in DNA amounts. Three data points were excluded from the cell proliferation assay because their values exceeded the detectable range or were suspected to result from uneven cell seeding. Data distribution was assumed to be normal, but this was not formally tested. Data collection and analysis were not performed blind to the conditions of the experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41588-025-02305-z.

## Supplementary information

Reporting Summary

Peer Review File

Supplementary Tables Supplementary Table 1. List of single guide RNAs used in this study. Supplementary Table 2. List of primer sequences used in this study for PCR and RT–qPCR. Supplementary Table 3. List of antibodies and related information used in this study. Supplementary Table 4. List of public datasets used in the study and their GSE accession codes.

## Source data

Source Data 1 Uncropped western blot and gel images for Figs. 1, 3 and 6 and Extended Data Figs. 1 and 8.

Source Data 2 Statistical source data for Figs. 1, 2, 5 and 6 and Extended Data Figs. 1 and 7–9.

## Data Availability

The sequencing data reported in this study are available via the Gene Expression Omnibus (GEO) with accession numbers GSE274469 and GSE294015. All public datasets used in this study are listed in Supplementary Table 4, including GSE64825 (ref. ^6^), GSE198517 (ref. ^16^), GSE87819 (ref. ^48^), GSE115110 (ref. ^56^), GSE44286 (ref. ^62^), GSE56098 (ref. ^93^), GSE155062 (ref. ^94^), GSE30203 (ref. ^95^), GSE56839 (ref. ^96^), GSE11431 (ref. ^97^) and GSE56051 (ref. ^89^). ChromBPNet models are available via Figshare at 10.6084/m9.figshare.28705430 (ref. ^98^). Source data are provided with this paper.

# Supplementary material for: Precise modulation of BRG1 levels reveals features of mSWI/SNF dosage sensitivity
**Source:** Nat Genet. 2025 Aug 22;57(9):2250–63. doi: 10.1038/s41588-025-02305-z
**Supplement:** Supplementary file 1 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used

Data analysis The codes for analyzing the sequencing data are available at GitHub: [https://github.com/YiZhang-lab/Brg1\\_dTag](https://github.com/YiZhang-lab/Brg1_dTag) and at Zenodo: <https://doi.org/10.5281/zenodo.15951452>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The sequencing data reported in this study are available at Gene Expression Omnibus: GSE274469 and GSE294015. ChromBPNet models were uploaded to figshare: <https://doi.org/10.6084/m9.figshare.28705430>. Source data are provided with this paper. All other data supporting the findings of this study are available from the corresponding author on reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size but our sample sizes are similar to those reported in previous publications (PMID: 39747581, 33558760, 33558757). For publicly available datasets used in the study, we analyze the relevant experimental system (mESCs, BEAS-2B).                                                                                                            |
| Data exclusions | Drosophila DNA for ATAC-seq and spike-in yeast DNA for CUT&RUN are excluded from analysis due to substantial variation in spike-in read counts across samples, which is possibly caused by inconsistent spike-in DNA amounts. Three data points were excluded from the cell proliferation assay because their values exceeded the detectable range or were suspected to result from uneven cell seeding. |
| Replication     | All experiments were performed 2-6 biological replicates as indicated in manuscript. All attempts at replications were successful, all samples are included in manuscript.                                                                                                                                                                                                                               |
| Randomization   | Randomization was not considered in this cell culture-based study. Comparison were done between treated and control cells.                                                                                                                                                                                                                                                                               |
| Blinding        | Blinding was not considered for this study. All cells were grown in identical culture condition (+/- treatment). No subjective measurements were applied.                                                                                                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>BRG1 rabbit monoclonal (Abcam, ab110641, Lot# GR3375498-11)<br/>           HA-Tag rabbit monoclonal (Cell Signaling Technology, 3724S, Lot# 11)<br/>           HA-Tag mouse monoclonal (Cell Signaling Technology, 2367S, Lot# 5)<br/>           ARID1A mouse monoclonal (Novus Biologicals, NBP2-61623, Lot# MAB-03564)<br/>           PBRM1 rabbit polyclonal (Bethyl Laboratories, A301-591A, Lot# 5)<br/>           BRD9 rabbit polyclonal (Bethyl Laboratories, A303-781A, Lot# 3)<br/>           HDAC1 mouse monoclonal (Novus Biologicals, NBP2-52937, Lot# MAB-03647)<br/>           SNF2H rabbit polyclonal (Abcam, ab72499, Lot# GR255705-60)<br/>           Rhodamine-conjugated Tubulin (Bio-Rad, 12004165, Lot# 64512248)<br/>           Normal Rabbit IgG (Cell Signaling Technology, 2729S, Lot# 11)<br/>           BRM rabbit monoclonal (Cell Signaling Technology, 11966T, Lot# 5)<br/>           H3K4me1 rabbit monoclonal (Cell Signaling Technology, 5326T, Lot# 7)<br/>           H3K4me3 rabbit polyclonal (Cell Signaling, 9727S, Lot# 6)<br/>           H3K27ac rabbit polyclonal (Sigma -Aldrich, 07-360, Lot# 3935826)<br/>           MED1 rabbit polyclonal (Bethyl Laboratories, A300-793A-T, Lot# 11)<br/>           Rabbit IgG HRP-conjugated (Invitrogen, 31460, Lot# RB230194)<br/>           Mouse IgG HRP-conjugated (Invitrogen, 31430, Lot# QD216575)<br/>           Rabbit IgG Alexa 647-conjugateed (Invitrogen, 21245, Lot# 1660844)<br/>           Mouse IgG Alexa 800-conjugateed<br/>           Rabbit IgG Alexa 488-conjugateed</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Validation      | <p>BRG1: Validated for IF, CUT&amp;RUN, WB and IP by manufacture (<a href="https://www.abcam.com/en-us/products/primary-antibodies/brg1-antibody-epncir111a-ab110641">https://www.abcam.com/en-us/products/primary-antibodies/brg1-antibody-epncir111a-ab110641</a>), and for ChIP-seq in other study (PMID: 34446700). In this study, WB signal are disappeared after AU-15330 treatment, supporting antibody specificity.</p> <p>HA-Tag (rabbit): Validated for WB, IP, IF and ChIP by manufacture (<a href="https://www.cellsignal.com/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724?srsltid=AfmBOoqlmaMbX6xuW6Rn59VFSV89zLd5B6Gk6Ervl8gPdMCn-L_zMFLR">https://www.cellsignal.com/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724?srsltid=AfmBOoqlmaMbX6xuW6Rn59VFSV89zLd5B6Gk6Ervl8gPdMCn-L_zMFLR</a>), and for WB in other study (PMID: 33558760). In this study, CUT&amp;RUN signal are disappeared after dTAG treatment, supporting antibody specificity.</p> <p>HA-Tag (mouse): Validated for WB and IF by manufacture (<a href="https://www.cellsignal.com/products/primary-antibodies/ha-tag-6e2-mouse-mab/2367?srsltid=AfmBOorCUxE2zacjtsM-VdNVaDe2a6EbSDHPPiF8X4S6xwfBiHZSoaPl">https://www.cellsignal.com/products/primary-antibodies/ha-tag-6e2-mouse-mab/2367?srsltid=AfmBOorCUxE2zacjtsM-VdNVaDe2a6EbSDHPPiF8X4S6xwfBiHZSoaPl</a>), and for WB in other study (PMID: 39747581)</p> <p>ARID1A: Validated for WB and IF by manufacture (<a href="https://www.novusbio.com/products/arid1a-antibody-cl3595_nbp2-61623?srsltid=AfmBOopiaEZaLvlorrrjaBkgETKIHFoi_p5nhlhNUP-dr5vPmu7qQDBab">https://www.novusbio.com/products/arid1a-antibody-cl3595_nbp2-61623?srsltid=AfmBOopiaEZaLvlorrrjaBkgETKIHFoi_p5nhlhNUP-dr5vPmu7qQDBab</a>), and for IF in other study (PMID: 39013863)</p> <p>PBRM1: Validated for IHC, IP and WB by manufacture (<a href="https://www.fortislife.com/products/primary-antibodies/rabbit-anti-pbrm1-antibody/BETHYL-A301-591">https://www.fortislife.com/products/primary-antibodies/rabbit-anti-pbrm1-antibody/BETHYL-A301-591</a>), and for WB in other study (PMID: 34937944). In this study, WB signal are disappeared after AU-15330 treatment, supporting antibody specificity.</p> <p>BRD9: Validated for WB and IP by manufacture (<a href="https://www.fortislife.com/products/primary-antibodies/rabbit-anti-brd9-antibody/BETHYL-A303-781">https://www.fortislife.com/products/primary-antibodies/rabbit-anti-brd9-antibody/BETHYL-A303-781</a>), and for WB in other study (PMID: 32457312)</p> <p>HDAC1: Validated for WB and IF by manufacture (<a href="https://www.novusbio.com/products/hdac1-antibody-cl0510_nbp2-52937?srsltid=AfmBOopt4ExBq3lBBcaRfcg0qhWpTpSKDwpRkq6Sx4KWEXTuqmMG413j">https://www.novusbio.com/products/hdac1-antibody-cl0510_nbp2-52937?srsltid=AfmBOopt4ExBq3lBBcaRfcg0qhWpTpSKDwpRkq6Sx4KWEXTuqmMG413j</a>)</p> <p>SNF2H: Validated for IP, WB and IF by manufacture (<a href="https://www.abcam.com/en-us/products/primary-antibodies/snf2h-antibody-ab72499">https://www.abcam.com/en-us/products/primary-antibodies/snf2h-antibody-ab72499</a>), and for WB in other study (PMID: 30996347)</p> <p>Rhodamine-conjugated Tubulin: Validated for WB by manufacture (<a href="https://www.bio-rad.com/en-us/sku/12004165-hfab-rhodamine-anti-tubulin-primary-antibody-200-ul?ID=12004165">https://www.bio-rad.com/en-us/sku/12004165-hfab-rhodamine-anti-tubulin-primary-antibody-200-ul?ID=12004165</a>), and other study (PMID: 37730997)</p> <p>BRM: Validated for WB, IP, IF and ChIP by manufacture (<a href="https://www.cellsignal.com/products/primary-antibodies/brm-d9e8b-xp-rabbit-mab/11966?srsltid=AfmBOoqZdOajF695KLJ03dwnvWzQcJr4qmEYqefAh1rFgvaVIEi7494z">https://www.cellsignal.com/products/primary-antibodies/brm-d9e8b-xp-rabbit-mab/11966?srsltid=AfmBOoqZdOajF695KLJ03dwnvWzQcJr4qmEYqefAh1rFgvaVIEi7494z</a>), and for ChIP-seq in other study (PMID: 34446700). In this study, CUT&amp;RUN and WB signals are disappeared in BRM-KO cells and AU-15330 treated cells, supporting antibody specificity.</p> <p>H3K4me1: Validated for WB, IF, ChIP CUT&amp;Tag, and CUT&amp;RUN by manufacture (<a href="https://www.cellsignal.com/products/primary-antibodies/mono-methyl-histone-h3-lys4-d1a9-xp-rabbit-mab/5326?srsltid=AfmBOopcC2WSYuc_3WeyNYvWtAm2wTp7h20tYc3xXBihHnRneSzke0Es">https://www.cellsignal.com/products/primary-antibodies/mono-methyl-histone-h3-lys4-d1a9-xp-rabbit-mab/5326?srsltid=AfmBOopcC2WSYuc_3WeyNYvWtAm2wTp7h20tYc3xXBihHnRneSzke0Es</a>), and for CUT&amp;Tag in other study (PMID: 39582024)</p> <p>H3K4me3: Validated for WB and IF by manufacture (<a href="https://www.cellsignal.com/products/primary-antibodies/tri-methyl-histone-h3-lys4-antibody/9727?srsltid=AfmBOorFdwncUVJ4BZt-GA4kDvLpHiTRelgt1TUYkSxtVTi4VlwG3hRm">https://www.cellsignal.com/products/primary-antibodies/tri-methyl-histone-h3-lys4-antibody/9727?srsltid=AfmBOorFdwncUVJ4BZt-GA4kDvLpHiTRelgt1TUYkSxtVTi4VlwG3hRm</a>), and for ChIP-seq in other study (PMID: 35668082)</p> <p>H3K27ac: Validated for ChIP-seq and WB by manufacture (<a href="https://www.sigmaaldrich.com/US/en/product/mm/07360?srsltid=AfmBOopkSh7Onz1crwF-amvCtLQLs4T10iirV738zGsHG14Ud26-98IN">https://www.sigmaaldrich.com/US/en/product/mm/07360?srsltid=AfmBOopkSh7Onz1crwF-amvCtLQLs4T10iirV738zGsHG14Ud26-98IN</a>), and for CUT&amp;RUN in other study (PMID: 39747581)</p> <p>MED1: Validated for IHC, IP and WB by manufacture (<a href="https://www.fortislife.com/products/primary-antibodies/rabbit-anti-med1-antibody/BETHYL-A300-793">https://www.fortislife.com/products/primary-antibodies/rabbit-anti-med1-antibody/BETHYL-A300-793</a>), and for ChIP-seq in other study (PMID: 26416749)</p> <p>Rabbit IgG HRP-conjugated and Mouse IgG HRP-conjugated: Validated for WB in other study (PMID: 31209294)</p> |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                          |                                                                                                                                                                                                                                                |
|--------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)      | Male mouse ES cell line of C57BL/6J background was established in this study. Drosophila S2 cells can be obtained from Thermo Fisher Scientific (R69007). BEAS-2B cells can be obtained from American Type Culture Collection (ATCC, CRL-3588) |
| Authentication           | Authentication Genotype of cell lines was tested at the level of DNA sequence and protein.                                                                                                                                                     |
| Mycoplasma contamination | The ES cell lines and BEAS-2B cell line were tested negative for mycoplasma contamination, Drosophila S2 cells were not tested.                                                                                                                |

Commonly misidentified lines  
(See [ICLAC](#) register)

None

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                         |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Female (C57BL/6J, 8 week-old) were mated with Male (C57BL/6J, 10 week-old) and used to collect blastocyst stage embryos.                                                                                                                                                                                                                                |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                |
| Reporting on sex        | Female mouse was used for blastocyst collection and Male mouse was used for mating                                                                                                                                                                                                                                                                      |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                     |
| Ethics oversight        | All animal experiments were performed in accordance with the guidelines of the Institutional Animal Care and Use Committee at Harvard Medical School. All mice were kept under specific pathogen-free conditions within and environmental controlled for temperature (20–22°C) and humidity (40–70%), and were subjected to a 12-hour light/dark cycle. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

# Supplementary material for: Precise modulation of BRG1 levels reveals features of mSWI/SNF dosage sensitivity
**Source:** Nat Genet. 2025 Aug 22;57(9):2250–63. doi: 10.1038/s41588-025-02305-z

Fig. 1a

CST, HMW

315 kDa  
250 kDa  
175 kDa  
140 kDa  
  
95 kDa  
72 kDa  
52 kDa  
43 kDa

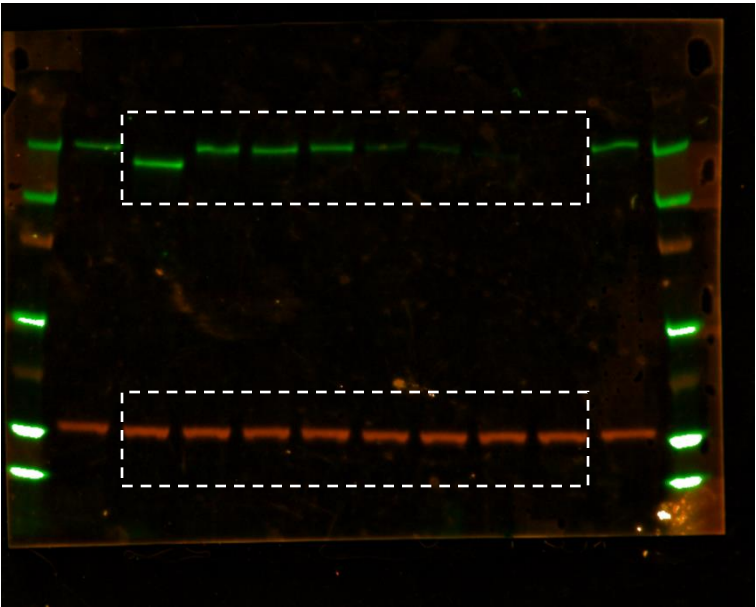

Green: BRG1

Red:  $\beta$ -Tubulin

Fig. 3d

CST, HMW

315 kDa

250 kDa

175 kDa

140 kDa

95 kDa

72 kDa

52 kDa

43 kDa

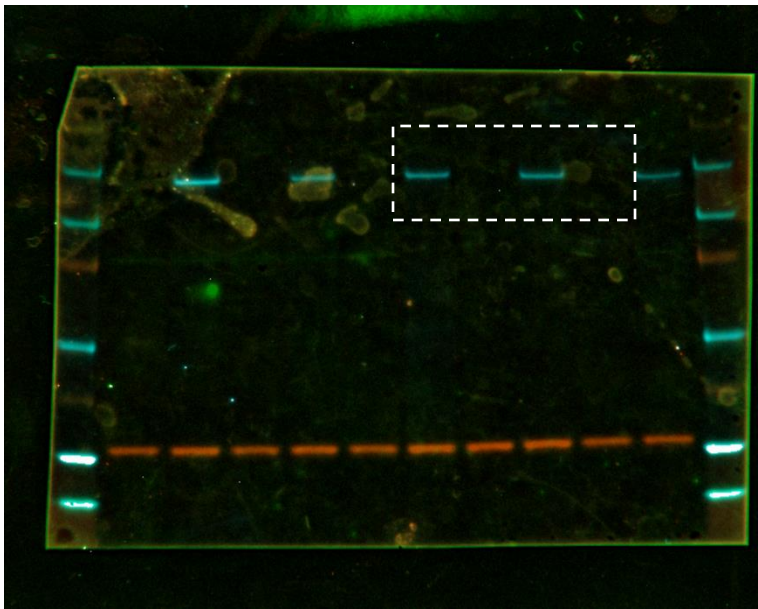

Cyan: BRG1

Red:  $\beta$ -Tubulin

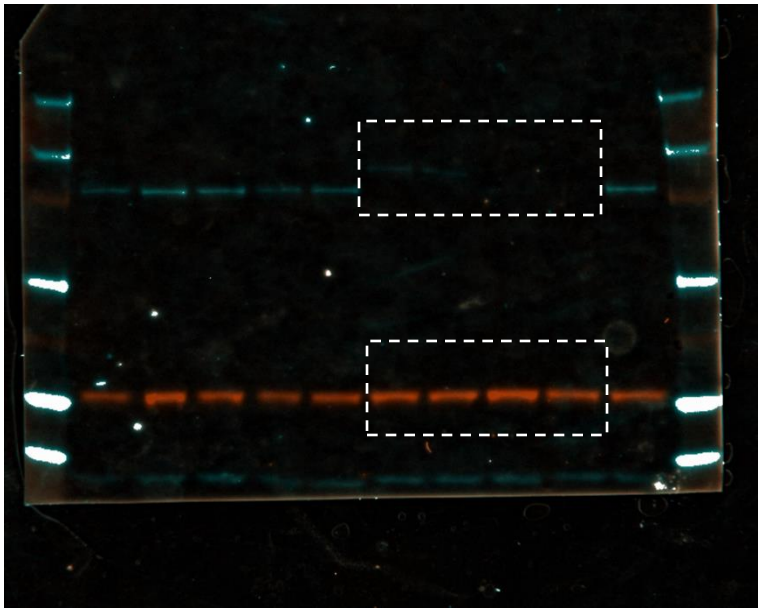

Cyan: SNF2H

Red:  $\beta$ -Tubulin

Fig. 6a

CST, HMW

315 kDa  
250 kDa  
175 kDa  
140 kDa  
95 kDa  
72 kDa  
52 kDa  
43 kDa

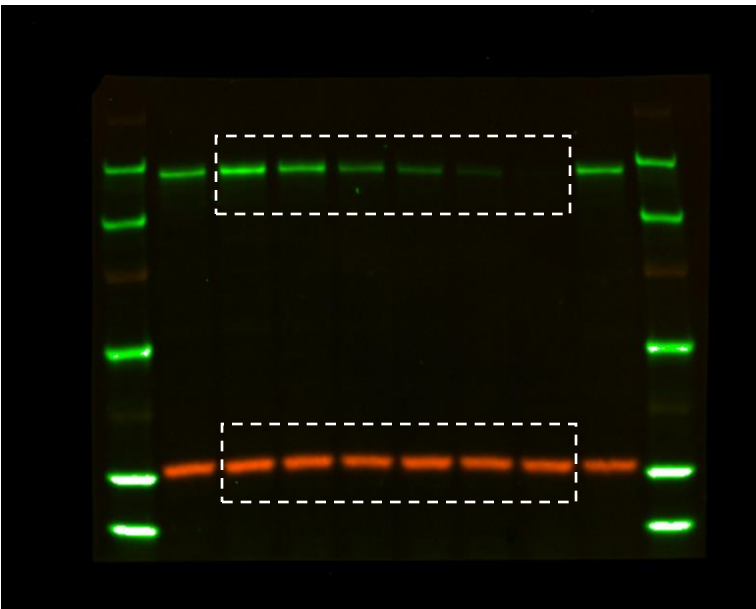

Green: BRG1

Red:  $\beta$ -Tubulin

Source Data for Extended Data Fig. 1d

CST, HMW  
315 kDa  
250 kDa  
175 kDa  
140 kDa  
  
95 kDa  
72 kDa  
52 kDa  
43 kDa

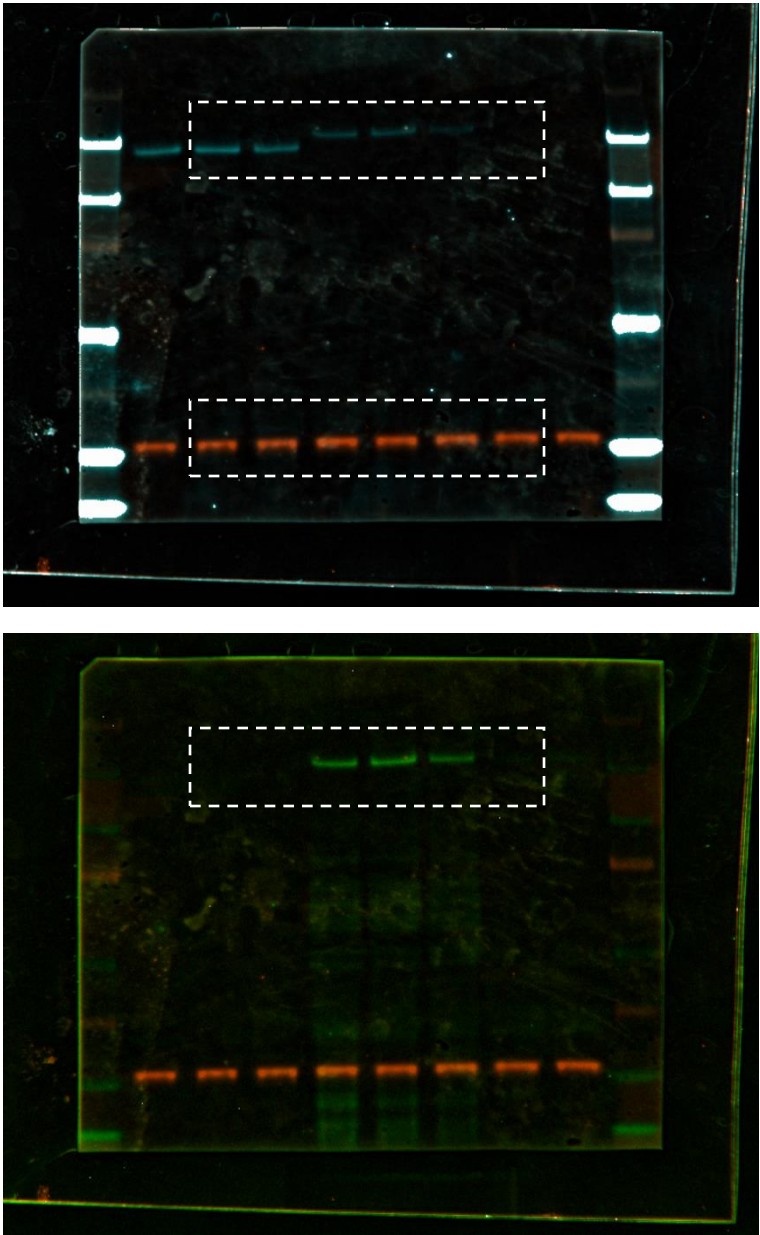

Cyan: BRG1  
Green: HA-tag  
Red:  $\beta$ -Tubulin

Source Data for Extended Data Fig. 1e

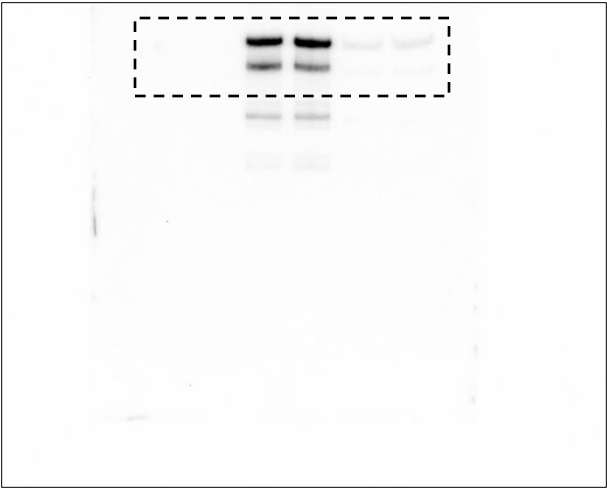

ARID1A

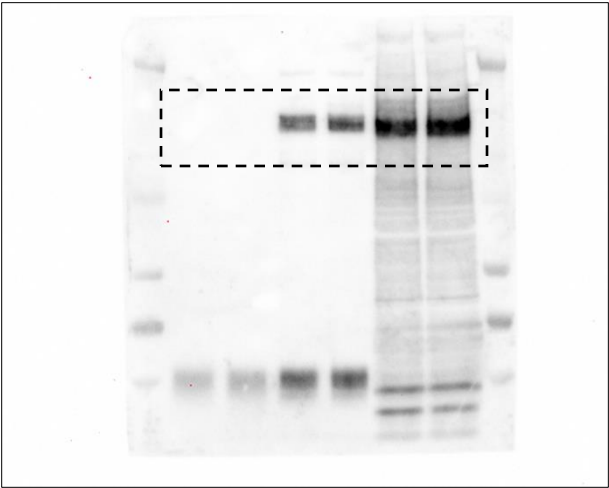

PBRM1

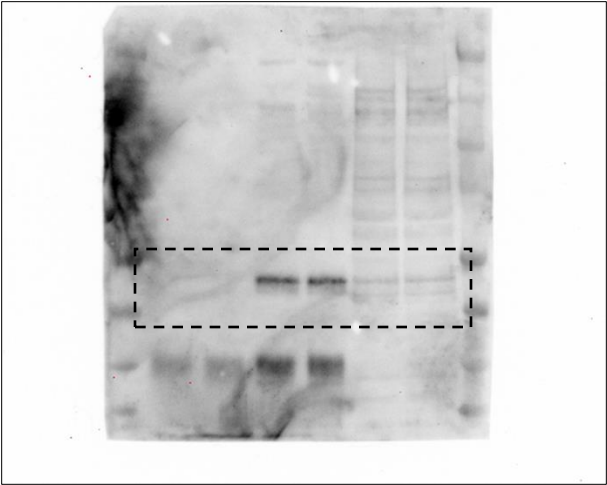

BRD9

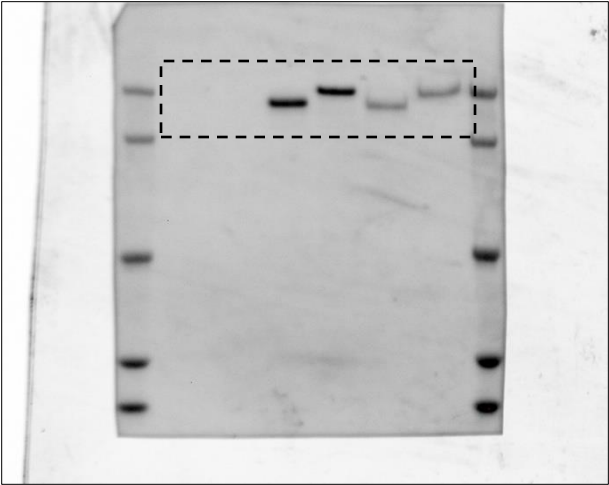

BRG1

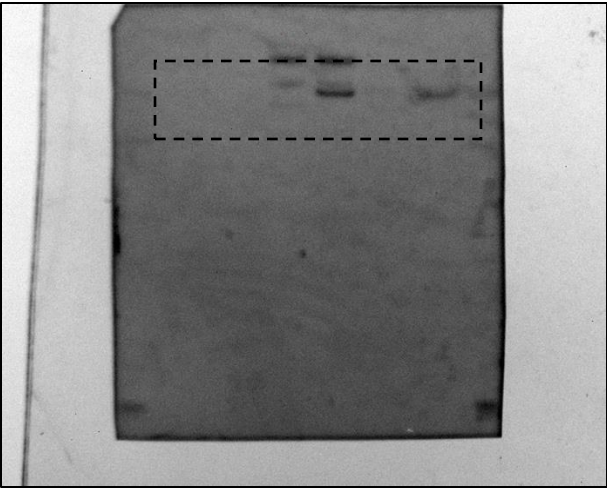

HA-tag

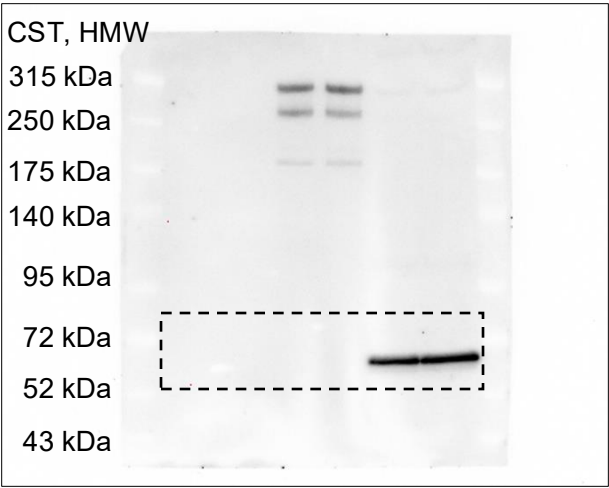

HDAC1

Source Data for Extended Data Fig. 8a

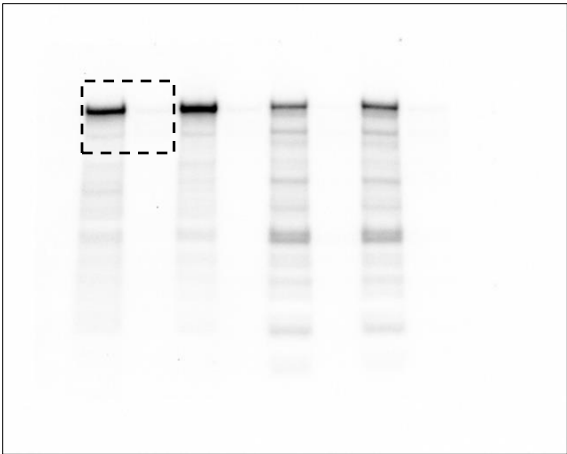

BRG1

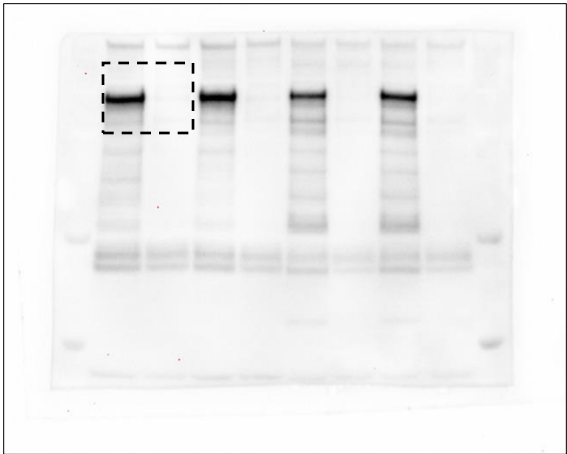

BRM

CST, HMW

315 kDa  
250 kDa  
175 kDa  
140 kDa  
95 kDa  
72 kDa  
52 kDa  
43 kDa

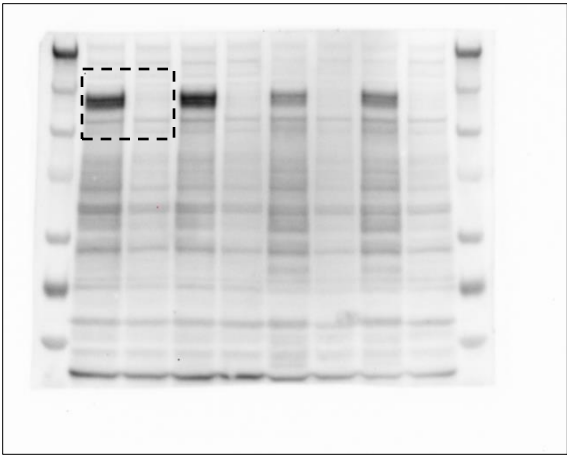

PBRM1

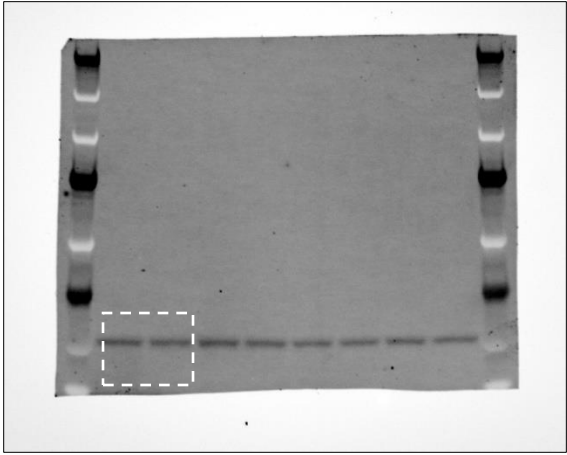

$\beta$ -Tubulin

Source Data for Extended Data Fig. 8b

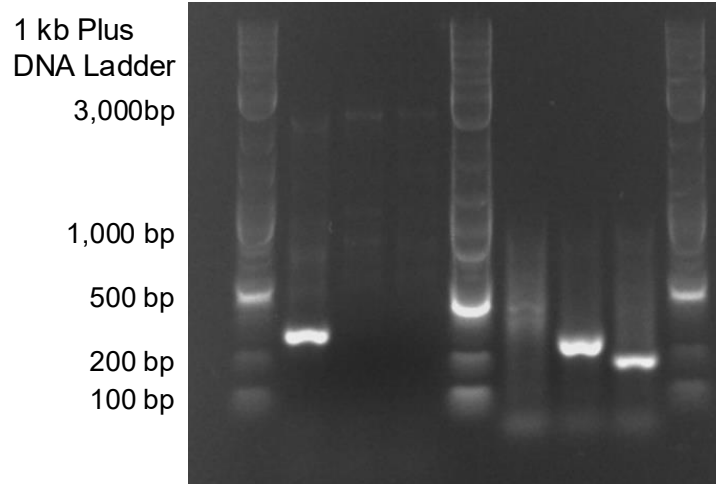

Source Data for Extended Data Fig. 8b

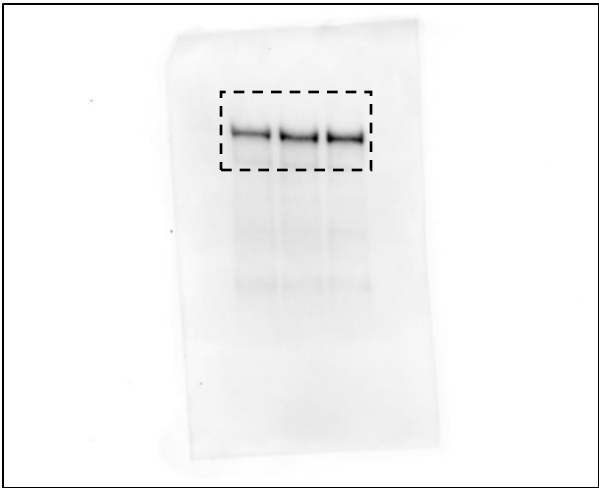

BRG1

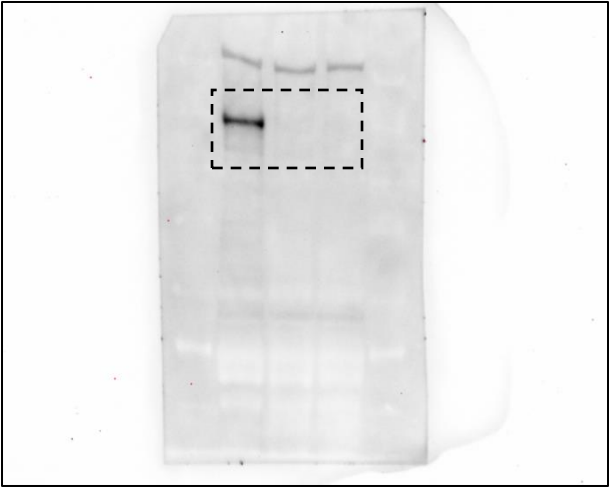

BRM

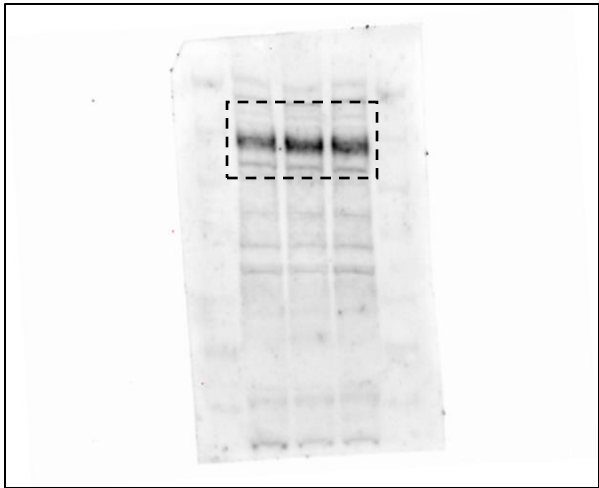

PBRM1

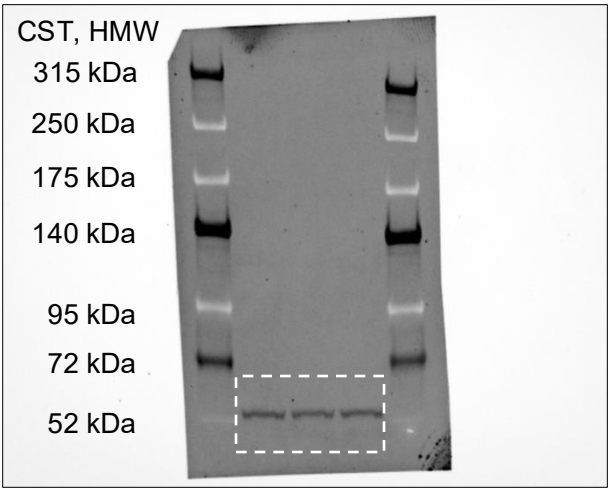

$\beta$ -Tubulin

Source Data for Extended Data Fig. 8e

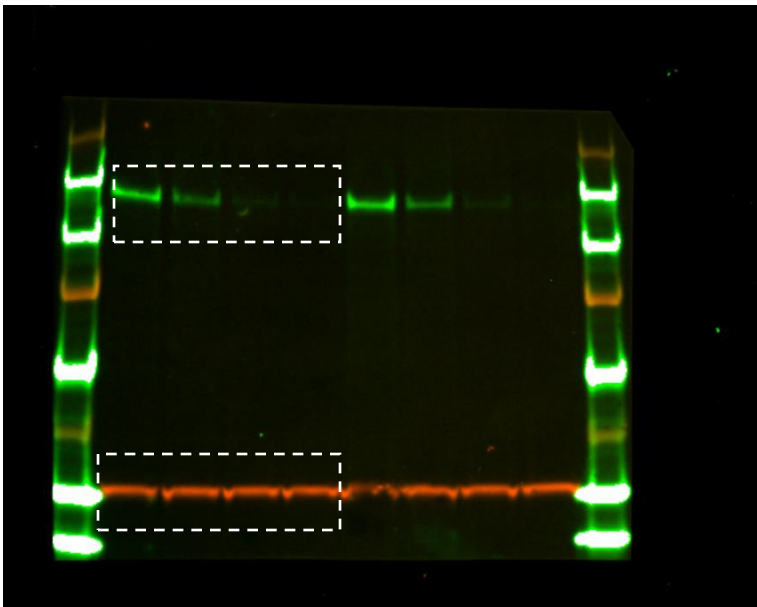

CST, HMW

315 kDa  
250 kDa  
175 kDa  
140 kDa  
95 kDa  
72 kDa  
52 kDa  
43 kDa

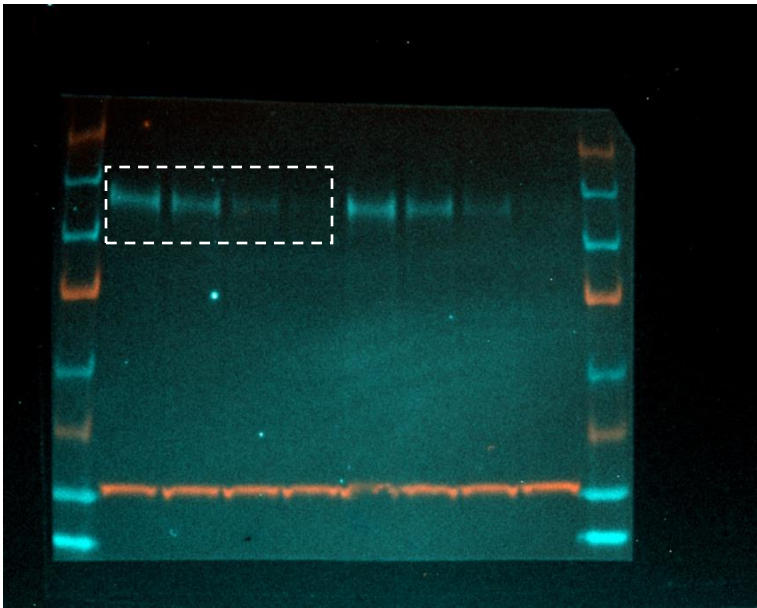

Green: BRG1

Cyan: PBRM1

Red:  $\beta$ -Tubulin

Source Data for Extended Data Fig. 8h

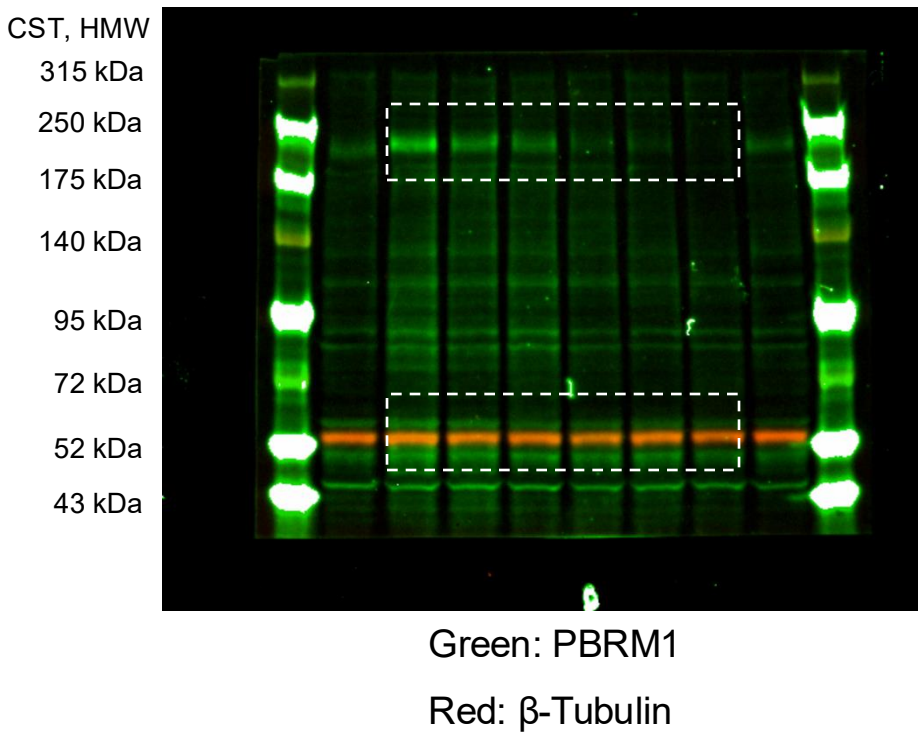

**Supplement:** Supplementary file 4 — Uncropped western blot and gel images for Figs. 1, 3 and 6 and Extended Data Figs. 1 and 8.

How the deposited data were processed for this re-analysis (not part of the article)

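RNA-seq was analysed for mES cells with degron-tagged BRG1 that were treated for 24 h with 0, 0.3, 1, 3, 10 or 100 nM dTAG13, with 2 libraries per condition and 12 in all. The authors deposited raw read-pair counts per gene symbol, made by trimming with trim_galore, alignment to mm10 with HISAT2 and counting on exons with featureCounts, which kept pairs with both ends aligned, left out multi-mapped pairs and did not use the strand. The authors applied no normalization or filter to these counts, and every column of the 12 libraries was used. Gene lengths came with the counts. Conditions were taken from the sample labels and the paper, and BRG1 levels are the paper's western blot means. Gene coordinates are those given with the counts, on mm10.

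Total counts ran from 4663484 to 6375582 per library with a median of 5956670. Bootstrap intervals resampled genes, so they cover the spread across genes and not that between the libraries of a condition. Floors cover counting error only, since the reads carry no molecular identifiers. A count of 3 was taken as the floor: a fold against a condition whose libraries both had 3 counts or fewer is given as a lower bound. R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. RPKM was computed with TMM library sizes and the gene lengths, and genes with a mean of at least 1 RPKM over the 12 libraries were tested (11378). The 6 conditions were fitted together, each dose was compared with 0 nM by edgeR's quasi-likelihood test, and DEGs had a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. The paper's methods name the likelihood ratio test, which was an alternative, and do not say whether conditions were fitted together or over which libraries the RPKM filter was taken. A second fit held the 23204 genes with at least 1 count and gave the tests of named genes under the filter and of the 11826 genes below it.

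The genes named are those the paper names for its RNA-seq and the 5 with the largest rise and the 5 with the largest fall at 100 nM among DEGs whose 100 nM libraries both lay beyond both 0 nM libraries. Not every gene of Extended Data Fig. 7c is reported here singly. Delta was computed for genes lower at 100 nM from relative RPKM with an exponent of 3 for the buffered curve and the BRG term of the paper's formulas read as the BRG1 level lost, and its sign follows the paper's text, in which positive is nearer the linear curve. The paper's exclusion of peaks by a z-score was not applied to genes. Correlations used log2(RPKM + 0.1) with 100000 permutations. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, beside fry, camera with an estimated correlation and 10000 random lists matched on mean expression. The lists were the 58 MYC-target genes of the paper's source data and 3 written without the counts, of 29 mSWI/SNF subunit genes, 18 ERK feedback genes and 13 formative genes.

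The steps were tested on simulated counts drawn from the libraries' means and sizes. Of 200 genes changed 3-fold at 100 nM, 94% were called, and 6 of 11178 unchanged genes were. In the 4 other doses, simulated without change, 8 genes were called in all. Delta and rescaled delta each placed 97.5% of 197 genes, simulated along 1 of the 2 curves down to its level at 100 nM, in the right class. The camera test of limma called a list of 58 genes raised by simulation and did not call a random list of as many genes.

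The tests, alternatives, named-gene rule and lists were fixed before the data were examined, apart from those described as chosen afterwards. Alternatives covered the test (likelihood ratio, DESeq2's Wald test), the normalization (DESeq2 size factors, upper quartile, none), the filter, a pairwise fit of the dose and control libraries, a replicate block and the fold-change minimum. They also covered the scale of delta, its exponent, the BRG1 levels at 1 s.e.m. above and below the mean, the gene set, the doses used and each library left out in turn. The gene ontology lists were not used here, and Extended Data Fig. 6b to 6d, which rest on other assays as well, were not analysed here.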

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

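The tests of library depth, of the receptor genes left after the top 10%, of receptor genes far from expressed genes and of the genes of Extended Data Fig. 7c took the form given here only after the results they bear on had been seen.

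The first result comes from the genes under the paper's expression filter, which it left out of its differential expression analysis. The paper discusses some of them, such as 11 of the 13 genes of Extended Data Fig. 7c. In the fit of all 23204 genes with a count, 11826 had a mean under 1 RPKM. At 100 nM dTAG13, 384 of them were higher and 97 lower than at 0 nM past the threshold (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, fold change over 1.5). At 0.3 nM 0 were higher and 3 lower (326 genes had an unadjusted p under 0.05), and at 1 nM 0 were higher and 11 lower (368 genes). At 3 nM 24 were higher and 51 lower, and at 10 nM 100 and 84.

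The second result is a signal in gene families the paper does not report on, the 1125 olfactory and 331 vomeronasal receptor genes. Summed and taken per kb, they stood at 0.0447 and 0.0403 RPKM in the 0 nM libraries and at 0.115 and 0.118 RPKM in the 100 nM libraries, a 2.74-fold difference. At 0.3, 1, 3 and 10 nM the level was 0.833, 0.961, 1.25 and 1.51 times that at 0 nM, so it was not above the control at the lowest 2 doses. Counts on these genes rose from 890 in the 2 libraries of 0 nM to 2482 in those of 100 nM, and genes with a count from 480 to 959 of 1456. No single receptor gene was past the threshold (0 of the 1291 in the fit, of which 6 were higher at an unadjusted p under 0.05).

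Against library depth, the fold was 2.82 when the counts were divided by library size alone, and total counts at 100 nM were no larger than at 0 nM. Against the release of a few receptor genes, the 1310 genes left after the 146 with the largest rise between the libraries numbered 1 were 2.95-fold higher between the libraries numbered 2 (95% bootstrap interval 2.57 to 3.44). The largest rise of 1 gene held 0.633% of the added counts. The share of the added counts on the top 10% of genes was 39.6%, somewhat above the 32.1% to 38.1% of 1000 simulations in which they were spread by gene length, so the rise was not wholly even.

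Genomic DNA carried into the libraries is a candidate explanation. In cells with 1 X chromosome it would add about 0.5 times as much per kb on X-linked as on autosomal genes, and among silent genes with mostly unique sequence the rise was 0.0428 RPKM on 197 X-linked genes and 0.0887 RPKM on 2486 autosomal genes. The ratio was 0.482 (95% bootstrap interval 0.373 to 0.591), and no autosome rose by less than 0.0733 RPKM. The paper's reporting summary gives the line as male, and the Y-linked genes Ddx3y (137 to 195 counts per library) and Uty (93 to 135) had counts in every library. Xist had 164 to 276 counts per library; it is read mainly from an inactive X chromosome, but the strand was not used in counting, so reads of its antisense partner Tsix would fall on it, and which of the 2 gave these counts was not tested. At 0 nM the ratio of the levels was 0.907. Low transcription in proportion to gene copies would give the same ratio and is not excluded, and neither is a biological effect of BRG1 loss on silent chromatin. Against transcription running on from expressed neighbours as the whole cause, the 442 of these autosomal genes that are receptor genes over 100 kb from any expressed gene were 3.42-fold higher at 100 nM (95% bootstrap interval 2.81 to 4.20). As part of the rise it stays open: silent autosomal genes within 10 kb of an expressed gene rose 1.15 times as much per kb as those over 100 kb away (95% bootstrap interval 0.979 to 1.34; 184 and 1554 genes), and the interval is too wide to tell. The libraries of 0 and 100 nM share one run of sample numbers, and reads shared between receptor genes had been left out by the counting.

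If the receptor genes' rise per kb fell on the 11591 genes under the filter other than receptor genes, those without a count included, it would account for 62.7% of the rise in their summed counts scaled to library size. Of the 13 genes of Extended Data Fig. 7c, 7 rose beyond it at 100 nM (negative binomial simulation with the gene's dispersion, Benjamini-Hochberg adjusted p under 0.05), which argues against the rise seen on silent receptor genes as the whole cause for these 7. For Meis2, Hoxb3, Hoxb4 and Hoxb7 the lowest adjusted p of this simulation was 0.338. For Hoxd10 and Lmx1b it was 0.0665 and 0.0942. A rise beyond the background was not detected for these genes, which does not exclude one, so the background and a rise of their own cannot be told apart. The background was the receptor rise of 0.0740 RPKM. Against the higher 0.0887 RPKM of the silent autosomal genes with mostly unique sequence, the 13 genes were not tested.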

How the results depend on the processing

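The number of DEGs kept rising with the dose under every test, normalization, filter and fit tried. The likelihood ratio test moved 1 count beyond 1.5 times its value, to 39 higher at 1 nM. DESeq2's Wald test gave 11 higher and 41 lower at 1 nM and 111 higher at 3 nM. With no filter on low values 1 gene was higher and 9 lower at 0.3 nM, 32 were higher at 1 nM and 782 at 100 nM, where 384 of them were under the filter, and with filterByExpr 758 were higher at 100 nM. Without the fold-change minimum, which can only add genes, 8 were lower at 0.3 nM, 88 higher and 173 lower at 1 nM, 472 and 597 at 3 nM, 895 and 1145 at 10 nM, and 1151 and 1511 at 100 nM. The 2 alternatives chosen after seeing the data used the likelihood ratio test in pairwise fits. With adjusted p, 9 genes were lower at 0.3 nM and 36 higher at 1 nM. With unadjusted p, 83 were higher and 135 lower at 0.3 nM, 169 and 279 at 1 nM, 371 and 461 at 3 nM, and 547 higher at 10 nM. What caused the other differences was not tested. DESeq2 size factors, upper-quartile normalization, no normalization factors, the filter on the control mean and the pairwise quasi-likelihood fit left every count within 1.5 times. Of the genes called at 100 nM, the likelihood ratio test kept all 497 higher and 777 lower and DESeq2's Wald test 362 and 638. Without 1 library of 0 or 100 nM that condition has 1 library left, so only fold changes were counted. Genes past 1.5-fold, without a test, numbered from 965 to 1104 higher and from 1120 to 1208 lower across the 4 fits (916 and 1069 with all libraries).

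The share of genes nearer the buffered curve was 43.4% after rescaling, 92.0% with exponent 2, 86.1% with BRG1 levels 1 s.e.m. higher, 91.8% with levels 1 s.e.m. lower, and 50.6% among the 85 genes at least 4-fold lower. It ran from 87.8% to 89.3% across the 12 computations that each left out one replicate. TMM over all genes, chosen after seeing the data, gave 88.5%. Expression kept at 1 nM by the buffered genes was 83.1% as a mean and 81.7% without normalization factors. With each replicate left out it ran from 82.5% to 83.3% for the buffered and from 52.6% to 54.9% for the linear genes.

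For the MYC-target genes, camera with the estimated correlation gave adjusted p of 0.190 at 1 nM and 0.244 at 0.3, 3, 10 and 100 nM. Fry gave 0.121 at 0.3 nM, and leaving Myc out of the list 0.0529 at 10 nM. The cause was not tested. With each replicate left out in turn, their median log2 fold change ran from 0.034 to 0.060 at 0.3 nM, 0.050 to 0.080 at 1 nM, 0.064 to 0.083 at 3 nM, -0.0021 to 0.10 at 10 nM, where it turned negative without 10 nM replicate 1, and 0.065 to 0.091 at 100 nM. For the other lists at 100 nM, by alternatives chosen after seeing the data, fry gave 0.00105 for the mSWI/SNF subunit genes and 0.00176 for the formative genes, past the threshold, and camera with the estimated correlation gave 0.111 for the ERK feedback genes, no longer past it. The mirrored delta share of the higher genes was 50.1% on the log2 scale.

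Among log2 fold changes of named genes, 260 of 282 values kept their direction and side of the threshold, 19 were weaker and 3 stronger. Across the fits that left out one replicate, 123 of 168 values stayed within the spread between replicates, 41 moved beyond it and 4 changed direction: Hoxb3 ran from -1.01 to 1.10 (-0.32 without 0 nM replicate 1 and -1.01 without 100 nM replicate 1), Hoxb4 from -1.57 to 0.88 (negative without 100 nM replicate 1) and Hoxb7 from -0.64 to 4.92 (negative without 0 nM replicate 1). These genes have few counts, which limits what can be said of them. Of 52 correlations of single genes under the alternatives, 50 kept their side and 2 were weaker.

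The replicate numbers do not appear to pair the libraries across doses: over the 15 pairs of conditions the correlation of the replicate differences ran from -0.120 to 0.0978. With the replicate number as a block, 491 genes were higher and 763 lower at 100 nM, 486 and 761 of them the same genes, and the buffered share was 89.0%. Of 61 values under the replicate block, 60 kept their direction and side of the threshold, and Hoxa5 at 100 nM was weaker.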

Differences from the paper's values

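The paper gives more DEGs at every dose. At 10 nM its numbers are about 420 higher and about 800 lower genes in Fig. 5a, read by eye, against 342 and 560 here. At 100 nM its text gives 589 and 1016, against 497 and 777 here. The likelihood ratio test, which its methods name, gave 577 and 824 at 100 nM. These gaps are within 1.5 times, but delta was computed here on the smaller set of 777 genes. At the lower doses the gaps are over 1.5 times. The paper's numbers are about 60 higher and about 170 lower genes at 0.3 nM in Fig. 5a, read by eye, against 0 and 2 here. None of the alternatives set before the data were examined came within 1.5 times of these. The likelihood ratio test in pairwise fits with unadjusted p, chosen after seeing the values, gave 83 and 135.

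At 1 nM the paper's numbers are about 100 higher and about 330 lower in Fig. 5a, read by eye, against 21 and 83. Of the alternatives set before the data were examined, only dropping the fold-change minimum came within 1.5 times for the higher genes (88), and none did for the lower genes. The pairwise likelihood ratio test with unadjusted p, chosen after seeing the values, gave 279 lower genes, and its 169 higher genes were over 1.5 times the paper's about 100.

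At 3 nM the paper's numbers are about 270 higher and about 520 lower in Fig. 5a, read by eye, against 173 and 271. For the higher genes the likelihood ratio test (211), no normalization factors (193) and filterByExpr (193) came within 1.5 times. So did the pairwise likelihood ratio test with adjusted p (201) and with unadjusted p (371), both chosen after seeing the values. For the lower genes no filter on low values (399) and no fold-change minimum (597) did, as did the pairwise likelihood ratio test with unadjusted p (461). The other alternatives set before the data were examined did not.

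The paper states that genes of the linear class fall under 50% where BRG1 is near 52%. Here their median at 1 nM was 52.1%, and 33 of 86 were under 50%. It states that genes of the buffered class keep over 75%. Here their median at 1 nM was 82.8%, which is over 75%, and 504 of 691 genes were over it singly. The classes were sorted by delta, which uses these same values, so the gap between them is not independent evidence of buffering.

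The paper states that core pluripotency genes did not change. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, Nanog had a log2 fold change of 0.52 at 100 nM (adjusted p = 1.8e-08) and Klf4 of 0.28 (adjusted p = 0.00163). Pou5f1 and Esrrb had -0.17 each (adjusted p = 0.0301 and 0.0433), which was over 0.05 with the likelihood ratio test, DESeq2's Wald test and no normalization factors. All 4 changes were under 1.5-fold.

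The paper states an inverse relation of Hox genes to BRG1. For Hoxb3, Hoxb4 and Hoxb7 the adjusted permutation p of r was 0.246, 0.401 and 0.203, and with rho over the 12 libraries, log2(RPKM + 1), r within the 8 libraries or 2 libraries left out the number of Hox genes past it was also 6 of 9. With rho within the 8 libraries it was 4.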

Other observations

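The test of the fall that ends above 0 was planned with the analysis, as were the 3 gene lists; how the subunit and formative lists are read was settled after their values were seen.

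Most genes lower at 100 nM lay nearer the buffered curve by delta (88.9%). A candidate explanation is the size of the fall: both curves end near 0 at 100 nM, and a gene whose fall ends above 0 tends to lie nearer the upper curve even when it falls in a straight line. When each gene was simulated as falling in a straight line with BRG1 to its own level at 100 nM, 84.2% were nearer the buffered curve, so delta alone may not tell a buffered shape from a partial fall. After rescaling, 43.4% were nearer the buffered curve, against 13.3% of genes simulated on a straight line and 88.8% of genes simulated on the buffered curve. The rescaled share thus lies between those of the simulated shapes. A mixture of shapes could give it, and so could a common shape between the curves, which was not simulated.

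The paper models the downregulated genes only. For the 497 genes higher at 100 nM, the rise at each dose was scaled to the rise at 100 nM and compared with the mirrored curves. Nearer the buffered curve were 63.0% (64.4% and 59.2% from the replicates numbered 1 and 2), and 50.1% on the log2 scale. The median gene had 25.9% of its rise at 1 nM, while the median gene lower at 100 nM had 39.0% of its fall. Whether these differ was not tested.

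Across all tested genes, which are not independent replicates, the log2 fold changes at 0.3, 1, 3 and 10 nM correlated with those at 100 nM with r of 0.372, 0.513, 0.654 and 0.766. In simulations without change at the lower dose the shared controls alone gave means of 0.494, 0.508, 0.494 and 0.494. The observed r exceeded them clearly at 3 and 10 nM (highest simulated r 0.561 and 0.547). At 0.3 nM it lay under the simulated mean, so the simulations may overstate what shared controls give.

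A rise of mSWI/SNF subunit genes upon loss of BRG1 was tested on 24 of 29 listed genes, Smarca4 among them. At 100 nM their median log2 fold change was 0.19, at percentile 99.97 of random lists, with 16 genes higher. The camera p adjusted over the 3 lists was 0.0715, and over the alternatives it ran from 0.00105 with fry to 0.111, so the tests leave it open. Nor did the camera result follow the dose, with adjusted p of 0.0116, 0.123, 0.370 and 0.195 at 0.3, 1, 3 and 10 nM. Fry gave 0.0177, 0.0305, 0.100 and 0.0108 at these doses. Weaker ERK feedback was tested on 16 of 18 genes and was not seen: the list was higher, with a median of 0.20, 11 genes higher and an adjusted camera p of 0.0114 (0.000826 to 0.111 over the alternatives). With the estimated correlation, camera gave the ERK feedback list adjusted p of 0.0546, 0.0293, 0.0447 and 0.0347 at 0.3, 1, 3 and 10 nM. Myc is among these genes. The list measures transcripts and not ERK activity, and the paper's culture medium held PD0325901, so weaker ERK feedback is not excluded. A step out of the naive state was tested on 9 of 13 formative genes, which had a median of 0.34, 7 genes higher and an adjusted camera p of 0.0715 (0.00176 to 0.111 over the alternatives), so it stays open too. The median of the formative genes was -0.088 at 1 nM and 0.43 at 10 nM.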
